# Therapeutic strategy for spinal muscular atrophy by combining gene supplementation and genome editing

**DOI:** 10.1038/s41467-024-50095-5

**Published:** 2024-07-24

**Authors:** Fumiyuki Hatanaka, Keiichiro Suzuki, Kensaku Shojima, Jingting Yu, Yuta Takahashi, Akihisa Sakamoto, Javier Prieto, Maxim Shokhirev, Estrella Nuñez Delicado, Concepcion Rodriguez Esteban, Juan Carlos Izpisua Belmonte

**Keywords:** Animal disease models, Genetics, Genomics

## Abstract

Defect in the *SMN1* gene causes spinal muscular atrophy (SMA), which shows loss of motor neurons, muscle weakness and atrophy. While current treatment strategies, including small molecules or viral vectors, have shown promise in improving motor function and survival, achieving a definitive and long-term correction of SMA’s endogenous mutations and phenotypes remains highly challenging. We have previously developed a CRISPR-Cas9 based homology-independent targeted integration (HITI) strategy, enabling unidirectional DNA knock-in in both dividing and non-dividing cells in vivo. In this study, we demonstrated its utility by correcting an SMA mutation in mice. When combined with *Smn1* cDNA supplementation, it exhibited long-term therapeutic benefits in SMA mice. Our observations may provide new avenues for the long-term and efficient treatment of inherited diseases.

## Abstract (web summary)

Spinal muscular atrophy (SMA) is caused by a defect in the SMN1 gene, leading to muscle weakness and motor neuron loss. Here, the authors show that combining CRISPR-Cas9 genome editing with gene supplementation improves survival and motor function in SMA mice, highlighting a potential new treatment avenue.

## Introduction

Spinal muscular atrophy (SMA) stands as a severe inherited neuromuscular disorder resulting from the deletion or mutation of survival motor neuron gene 1 (*SMN1*). *SMN1* plays a pivotal role in various cellular processes and pathways, with a well-explored function in small nuclear ribonucleoprotein (snRNP) assembly^1^. SMA is characterized by the degeneration of lower motor neurons, leading to muscle weakness and atrophy. Its incidence is observed in 1 in 14,848 newborns, making it the most prevalent genetic cause of infant mortality^2^. In humans, two forms of SMN exist. *SMN1* serves as the primary gene for SMN production. Conversely, *SMN2*, a paralog of *SMN1*, differs only a few nucleotides and generates a truncated unstable protein with low levels of full-length SMN compared to *SMN1*. Despite only 10–20% functionality in the *SMN2* gene product, an elevated copy number inversely correlates with disease severity in SMA patients^3^. Current therapeutic approaches for SMA involve antisense oligonucleotides (ASOs) targeting RNA splicing of the *SMN2* gene, leading to an increase in full-length mRNA levels and subsequently enhancing the production of functional SMN^4^. While promising, ASOs face challenges, such as requirement of repetitive administrations. Another alternative approach for SMA involves gene supplementation therapy, delivering a fully functional copy of the *SMN1* gene using self-complementary adeno-associated viral (AAV) vectors, commonly packaged with serotype 9 (scAAV9). Important work by Mendell et al. demonstrated improved motor function and extended survival in SMA patients through a single intravenous injection of high dose scAAV9-*SMN1*^5^. However, this gene supplementation therapy cannot assure permanent restoration of endogenous *SMN1* expression due to the episomal nature of AAV vectors, preventing genomic integration into the host genomic DNA. Consequently, new strategies for in situ correction of endogenous mutated sequences are imperative for achieving efficient and long-term improvement in SMA.

The CRISPR-Cas9 technology is a powerful genome-editing system that holds promise for addressing common inherited diseases^6,7^. Notably, recent advances in base editing have shown efficacy in modifying *SMN2* to enhance SMN expression^8^. However, this strategy may not be universally effective, particularly in severe SMA cases characterized by a low copy number of endogenous *SMN2*^3^. In this context, the success of in situ gene correction of the *SMN1* mutation holds the potential to provide a permanent cure for all SMA patients. Yet, its realization has been hampered, primarily due to the inherent challenges in accessing motor neurons within the spinal cord. The inefficiency of genome editing in non-dividing cells, especially motor neurons, poses a substantial hurdle, given the reliance on the homology-directed repair (HDR) pathway in conventional gene-repair approaches. Additionally, the limited in vivo delivery of genome-editing tools into the spinal cord hampers achieving sufficient genome correction to alleviate the disease phenotypes. Recently, we developed a non-homologous end joining (NHEJ)-based strategy for the targeted integration of transgenes, homology-independent targeted integration (HITI), effective in both dividing and non-dividing cells^9,10^. Since NHEJ is active throughout the cell cycle in a variety of cell types, including neurons^11,12^, the HITI technology emerges as a promising solution to current challenges in efficiently and durably ameliorating SMA phenotypes. Here, we introduce a novel approach, termed Gene-DUET, which combines gene cDNA supplementation with genome editing using HITI. Our study demonstrates significant advancements in long-term survival and amelioration of SMA phenotypes. Besides improving current therapies for SMA, our findings may hold potential implications for the treatment of various inherited diseases, particularly neurodegenerative and neuromuscular disorders.

## Results

### AAV-mediated in vivo genome editing in spinal cord

AAVs have gained prominence as widely employed vectors for therapeutic gene delivery. Their utility has extended to gene therapy clinical trials for conditions such as SMA, Duchenne muscular dystrophy (DMD), and X-linked myotubular myopathy^5,13,14^. Over the past few decades, engineered AAV capsids have been developed to facilitate effective gene delivery into diverse tissues, with tailored tropism achieved through current strategies^15^. Given the swift and severe phenotypes in SMA model mice^16^, high AAV transduction is imperative. A recent report showed that engineered AAV-PHP.eB capsid enables efficient transduction in the central nervous system^17^. Then, we first compared AAV-PHP.eB with AAV9, commonly used in clinical gene therapy for SMA patients. Systemically delivering AAVs was chosen based on the requirement for *SMN* in neurons and peripheral organs for therapeutic efficacy in SMA model mice^18^. We injected GFP-expressing AAV (AAV-GFP) into neonatal wild-type (WT) mouse by intravenous injection and analyzed GFP expression in the brain, lung, heart, stomach, liver, spleen, pancreas, kidney, muscle, and spinal cord 2 weeks later (Fig. 1a, b and Supplementary Fig. 1a, b). Real-time quantitative reverse transcription PCR (qRT-PCR) showed that *Gfp* expression was statistically higher in the spinal cord and lower in the liver when using AAV-PHP.eB compared to AAV9 (Fig. 1c, d). The analyses of tissue sections showed that AAV-PHP.eB surpassed AAV9 in efficiency, particularly in the spinal cord and brain (Supplementary Fig. 1c–f). Notably, AAV-PHP.eB exhibited robust transduction of motor neurons, as evidenced by abundant co-localization with NeuN, a motor neural marker, in the spinal cord (Fig. 1e). These results demonstrate the advantage of AAV-PHP.eB for transduction into spinal motor neurons. To assess the frequency of in vivo targeted gene knock-in, we utilized Ai14 mice carrying the CAG promoter at the *Rosa26* loci (Fig. 1f)^9^. Since the HITI technology can perform in vivo gene knock-in in non-dividing cells represented by neural cells, we tested the in vivo efficacy of HITI in the spinal cord by using Ai14-Cas9 mice expressing Cas9 constitutively. HITI-mediated GFP knock-in at the *Rosa26* locus downstream of the CAG promoter was observed in the nucleus of the motor neurons and liver when the AAV-PHP.eB-Ai14-HITI including guide RNA (gRNA) expression cassette, GFPNLS-pA donor sandwiched by Cas9/gRNA target sequence and mCherry reporter were delivered into Ai14-Cas9 mice at postnatal day 0.5 (P0.5) (Fig. 1g and Supplementary Fig. 1g, h). These results suggest that HITI-mediated genome editing is successful in the spinal motor neurons.

**Fig. 1:**
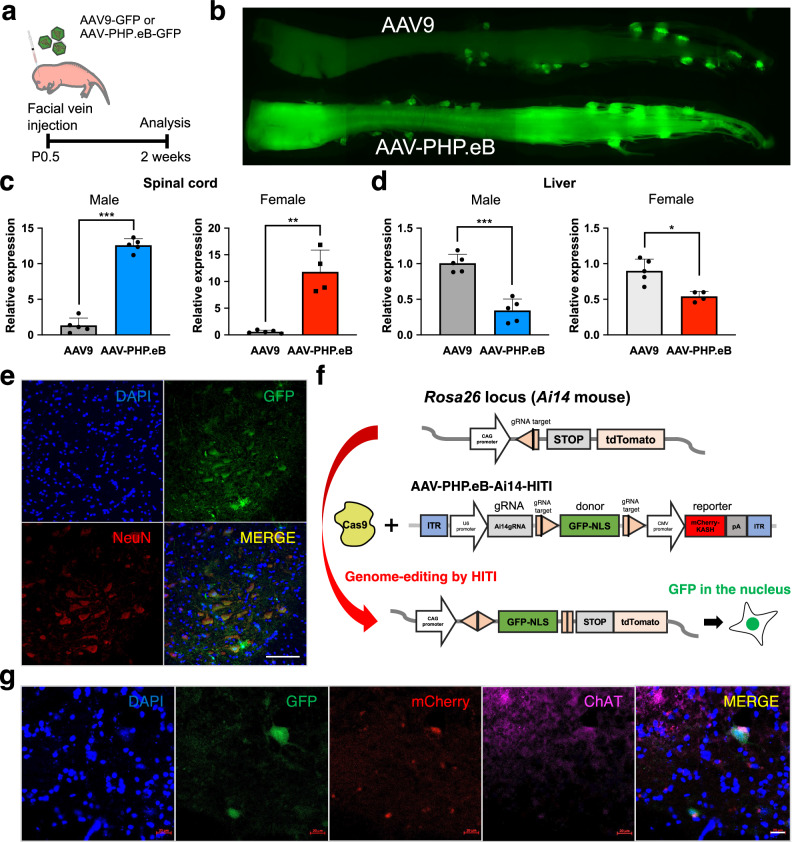
AAV-mediated in vivo genome editing in spinal cord. **a** AAV-GFP reporter (1 × 10^11^GC) was administered via facial vein injection at P0.5 in WT mice. **b** GFP expression in the spinal cord of AAV9-GFP and AAV-PHP.eB-GFP injected mice. **c**, **d** RT-qPCR analysis for the expression of *Gfp* in the spinal cords (**c**) and livers (**d**) in AAV9-GFP and AAV-PHP.eB-GFP injected mice 3 weeks after the injections. Male mice (AAV9-GFP, *n* = 5; AAV-PHP.eB-GFP, *n* = 5) are shown on the left and female mice (AAV9-GFP, *n* = 5; AAV-PHP.eB-GFP, *n* = 4) are shown on the right. Data are represented as mean ± S.D. ***p < 0.0001, **p = 0.0004, *p = 0.0051, a two-sided unpaired Student’s *t* test. **e** Representative fluorescent imaging of the spinal cord section in AAV-PHP.eB-GFP injected mouse. Scale bar, 1 mm. **f** Schematic of AAV construct for knock-in GFP-NLS downstream of the CAG promoter in the *Rosa26* locus of Ai14 mouse. Pink pentagon, Cas9/gRNA target sequence. Black line within the pink pentagon, Cas9 cleavage site. **g** Representative immunofluorescence images of GFP in the AAV-injected spinal cord section. The GFP signal in the nuclei was merged with mCherry and ChAT. Scale bar, 20 μm. Source data are provided as a Source Data file.

### Targeted in vivo gene correction of SMA mice via HITI

Next, to validate the potential of HITI technology for gene correction in SMA, we employed SMA mice (*SMN2*^+/+^; *SMNΔ7*^+/+^; *Smn1*^−/−^) as a disease model, characterized by lacZ reporter gene insertion disrupting the endogenous *Smn1* gene in exon 2 and harbor two transgenic alleles of human *SMN2*^19–21^. To prevent the deleterious effect of CRISPR-Cas9-induced insertions/deletions (indels) in the endogenous exon, we targeted intronic sequences upstream of exon2/lacZ in chromosome 13 (Fig. 2a). Previously, unexpected recombination events were observed within the shared sequences between the genome and the donor^22^. To avoid such an unexpected occurrence, we excluded the homologous sequence from the donor construct by integrating a segment of rat intron 1 of *Smn1* including the splicing acceptor together with codon-optimized mouse *Smn1* cDNA (exons 2–8) and rat 3’UTR. Consequently, the codon-optimized mouse *Smn1* cDNA (exons 2–8) and rat 3’UTR effectively encapsulate the transcriptional unit of the endogenous mouse *Smn1* gene after precise targeted gene knock-in. The constructed pAAV-*SMN1*-HITI vector contains intron 1 targeting gRNA expression cassette and *SMN1* donor sandwiched by two gRNA target sequences. Systemic delivery of AAV-PHP.eB-*SMN1*-HITI and AAV-PHP.eB-Cas9 to SMA mice at P0.5 (Fig. 2b) resulted in HITI-mediated gene knock-in detected by PCR amplification exclusively in treated tissues after 2 weeks (Fig. 2c). We also verified the corrected genome sequences in amplicons by Sanger sequencing (Supplementary Fig. 2a). Importantly, HITI-treated SMA mice exhibited phenotypic improvement compared to untreated SMA mice. HITI-treated SMA mice demonstrated independent walking capacity at 2 weeks, contrasting with the inability of untreated SMA mice to stand (Fig. 2d and Supplementary Movies S1, 2). HITI substantially and significantly increased body weight and mean survival compared to untreated SMA mice, albeit the effect size was relatively modest. (Fig. 2e, f and Supplementary Fig. 2b). However, while HITI successfully edited the genome of SMA mice and rescued SMA phenotypes, it was insufficient for sustained therapeutic effects, with mice not surviving beyond 3 weeks despite significant improvements in behavior and survival analyses. These results suggest that HITI-mediated genome editing is successful in SMA mice and rescues SMA phenotypes but is not sufficient for a therapeutic strategy for SMA.

**Fig. 2:**
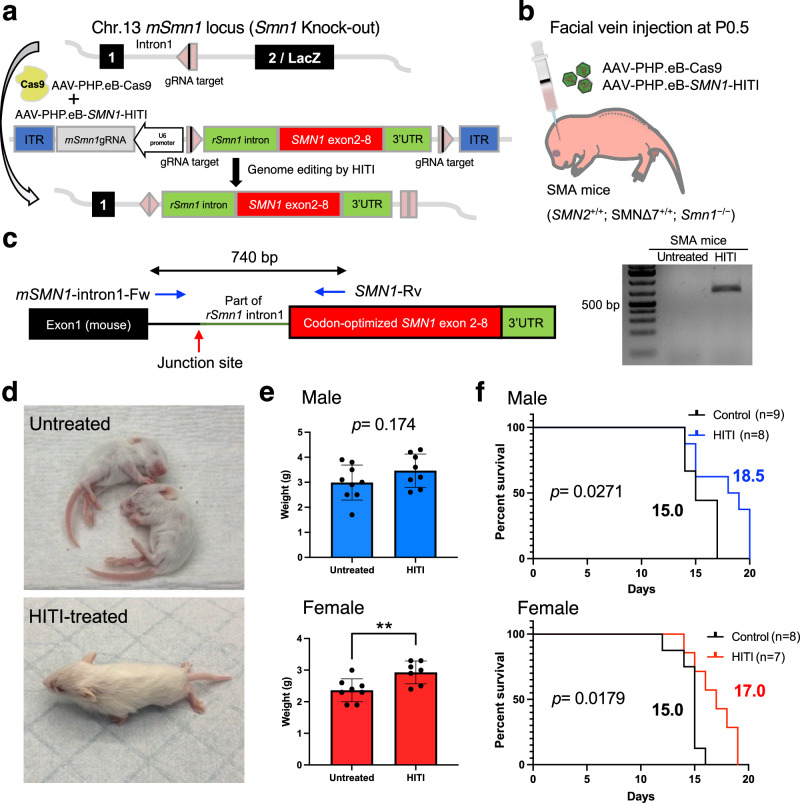
HITI-mediated gene correction of SMA mice. **a** Schematic of gene correction in SMA mice (*SMN2*^+/+^; *SMN*Δ7^+/+^; *Smn1*^−/−^). gRNA is expressed under the U6 promoter. Rat *Smn1* intron, optimized mouse exon 2–8 and rat 3’UTR is sandwiched by Cas9/gRNA target sequence. The Cas9/gRNA creates a DSB at target sites and releases the donor. The donor sequence is integrated into the target site by NHEJ-based repair. Pink pentagon, Cas9/gRNA target sequence. Black line within the pink pentagon, Cas9 cleavage site. **b** AAVs (1 × 10^11^GC of each AAV) were systemically delivered via the facial vein in neonatal SMA mice. Body weight and life span were recorded after the injection. **c** The region between mouse intron1 and inserted rat intron1-optimized exon can be detected only in HITI-treated SMA sample by PCR. Blue arrows denote the location of the primers. Red arrow denotes the location of the junction site. **d** Gross morphology of untreated SMA mice (upper) and HITI-treated SMA mouse (lower) at 2 weeks old. **e** Body weight comparison between untreated and HITI-treated SMA mice of 12 days old with the males depicted on the top (Untreated, *n* = 9; HITI-treated, *n* = 8), and the females depicted on the bottom (Untreated, *n* = 8; HITI-treated, *n* = 7). Data are represented as mean ± S.D. **p = 0.0096, a two-sided unpaired Student’s *t* test. **f** Survival rate comparison between untreated and HITI-treated SMA mice with the males depicted on the top, and the females depicted on the bottom. n is the number of animals per group. Log-rank (Mantel–Cox) test was used for survival curves. The *p* value and median survival are indicated for all curves. Source data are provided as a Source Data file.

### Gene-DUET strategy through gene supplementation and genome editing

SMA mice displayed significantly lower body weight at birth compared to WT and heterozygous litters, indicating advanced disease phenotypes at the time of treatment (Supplementary Fig. 2c). The timing of gene correction by HITI was deemed late for effective SMA rescue, highlighting the importance of early treatment and high *SMN1* expression^18,23^. To address this, a new strategy, Gene-DUET, was devised, combining wild-type cDNA supplementation and genome editing. Wild-type cDNA supplementation was accomplished by overexpressing mouse *Smn1* cDNA as previous reports^24^. We redesigned the AAV vector (AAV-*SMN1*-DUET) containing the mouse *Smn1* coding sequence (CDS) under the CMV promoter and *SMN1*-HITI as used in the previous construct in Fig. 2a. Similar to current gene supplementation therapy, only mouse *Smn1* CDS would be expressed in the absence of Cas9 (Fig. 3a). In contrast, mouse *Smn1* CDS and the gene-corrected *Smn1*/*SMN1* fusion gene can be co-expressed in the presence of Cas9 (Fig. 3b). Systemic delivery of AAV-PHP.eB-*SMN1*-DUET with or without AAV-PHP.eB-Cas9 was conducted in SMA mice at P0.5 (Fig. 3c and Supplementary Fig. 3a). Both cDNA-alone treatment (without Cas9) and DUET treatment (with Cas9) visibly improved the appearance of SMA mice compared to untreated SMA mice, as observed two weeks after the injections. (Figs. 2d, 3d and Supplementary Movies S1, 3, 4). Tissue dissection revealed significantly enhanced sizes of the spinal cord, brain, heart, and muscle in both cDNA- and DUET-treated SMA mice (Fig. 3e, f and Supplementary Fig. 3b–f). Protein extracts from the spinal cords and brains of 2 weeks old mice were subjected to Western blot analysis to assess SMN1 expression (Fig. 3g). The blot revealed distinct bands corresponding to endogenous mouse SMN1 (37 kDa) in untreated WT mouse, which bands were not detected in untreated SMA mouse. The band of slightly higher molecular weight in SMA mice treated with cDNA and DUET indicates exogenous mouse SMN1 with a Myc-tag and FLAG-tag (40 kDa). Importantly, in SMA mice treated with DUET, the SMN band appeared at a position consistent with endogenous SMN1, suggesting HITI-mediated SMN1 expression (37 kDa). In addition, immunostaining confirmed the presence of SMN1 signals in the spinal cord of both cDNA- and DUET-treated SMA mice (Supplementary Fig. 3g). Improved motor function was evident in the righting reflex test, with significant enhancements in both male and female treated SMA mice 2 weeks after the injections (Fig. 3h). Some treated SMA mice exhibited ear and digital necrosis and shorter tails due to necrosis starting at 5 weeks of age until loss as reported in previous reports (Supplementary Fig. 3h)^25,26^. These results suggest that both cDNA and DUET treatments dramatically improve the phenotypes of SMA mice.

**Fig. 3:**
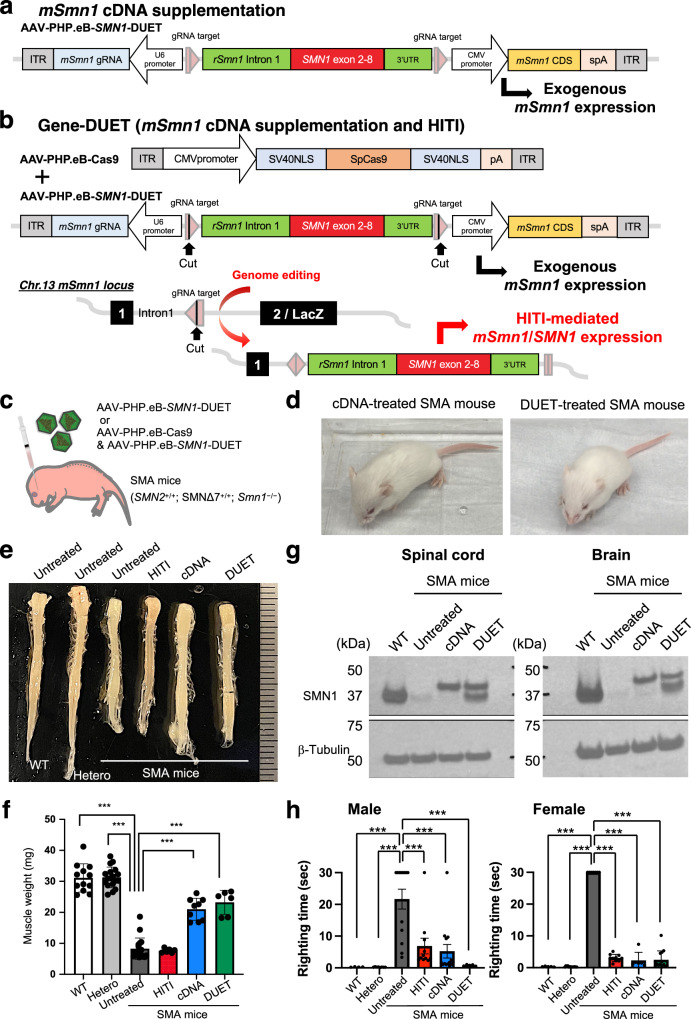
Gene-DUET strategy for SMA mice. **a**, **b** Schematic representation of AAV-*SMN1*-DUET. Mouse *Smn1* (*mSmn1*) is expressed under CMV promoter. gRNA is expressed under the U6 promoter. Rat *Smn1* intron, optimized mouse exon 2–8 and rat 3’UTR is sandwiched by Cas9/gRNA target sequence. Pink pentagon, Cas9/gRNA target sequence. Black line within the pink pentagon, Cas9 cleavage site. Only *mSmn1* is expressed without Cas9 (**a**) and both *mSmn1* and gene-corrected *mSmn1*/*SMN1* are expressed in the presence of Cas9 (**b**). **c** AAVs (1 × 10^11^GC of AAV-*SMN1*-DUET or 2 × 10^11^GC in total at an equal dose of AAV-*SMN1*-DUET and AAV-SpCas9) were systemically delivered via the facial vein in neonatal SMA mice. **d** Gross morphology of cDNA-treated SMA mouse (left) and DUET-treated SMA mouse (right) at 2 weeks old. **e** Gross morphology of the spinal cord in male WT, heterozygous, SMA mice with no treatment or each treatment at 2 weeks old. Scale bar, 1 mm. **f** Weight of the quadriceps femoris muscle in WT mice (*n* = 12), heterozygous mice (*n* = 18) and SMA mice with no treatment (*n* = 18) or HITI (*n* = 6), cDNA (*n* = 9) and DUET (*n* = 6) treatments. Both cDNA and DUET treatments improved muscle atrophy in SMA mice. Data are represented as mean ± S.D. ***p < 0.0001, a two-sided unpaired Student’s *t* test (vs untreated SMA mice). **g** Western blot analyses were conducted to assess SMN1 expression. The upper band represents exogenous mSMN1 expression, and the lower band represents endogenous or HITI-mediated SMN1 expression in the spinal cords (left) and brains (right) of 2 weeks old WT and SMA mice with no treatment or subjected to cDNA and DUET treatments. WT mice were utilized as a reference for endogenous mouse SMN1 expression. β-Tubulin served as a loading control. **h** On the left, the righting ability of male WT mice (*n* = 4), heterozygous mice (*n* = 8), and SMA mice with no treatment (*n* = 13) or HITI (*n* = 11), cDNA (*n* = 14), and DUET (*n* = 5) treatments is depicted. On the right, the righting ability of female WT mice (*n* = 5), heterozygous mice (*n* = 13), and SMA mice with no treatment (*n* = 7) or HITI (*n* = 10), cDNA (*n* = 6), and DUET (*n* = 14) treatments is shown. Data are represented as mean ± S.E.M. ***p < 0.005, a two-sided unpaired Student’s *t* test. Source data are provided as a Source Data file.

### Molecular correction via cDNA and DUET treatments in SMA mice

We next performed RNA sequencing (RNA-seq) of spinal cord samples to understand the global transcriptional alterations by HITI, cDNA, and DUET treatments in SMA mice compared to untreated SMA mice and control heterozygous mice. 

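The spinal cords of 17 mice aged 2 weeks were sequenced. They came from 3 heterozygous mice, which keep 1 Smn1 allele, and from 3 untreated, 3 HITI-treated, 5 cDNA-treated and 3 DUET-treated SMA mice, which lack mouse Smn1. Mice of all groups carry the human SMN2 and SMNΔ7 transgenes. The HITI-treated mice received the HITI donor vector with the Cas9 vector. The cDNA-treated mice received AAV-SMN1-DUET alone, and the DUET-treated mice received the same vector with the Cas9 vector. The authors trimmed the read pairs with Cutadapt, assigned them with kallisto to mouse transcripts and to added Smn1 sequences, and summed the result to genes with tximport. The deposited values are estimated counts per gene for each mouse, without normalization. They need not be whole, and 51.9% of them were. The table lists 36050 entries, of which 35968 matched a gene of the GENCODE M21 annotation of mm10 by Ensembl identifier. Total counts ranged from 106541464 to 107285129 in heterozygous mice (median 107096639) and from 97274843 to 104033232 in untreated SMA mice (median 98564246). They ranged from 65199691 to 131558276 in HITI-treated mice (median 129137046), from 98583084 to 139186436 in cDNA-treated mice (median 114530813) and from 98233350 to 140512690 in DUET-treated mice (median 126532314). At these depths 3 counts correspond to 0.0209 to 0.0446 CPM (counts scaled to the size of the library), and this floor covers counting error only. The labels list each mouse as a separate sample. To look for a library deposited under 2 labels, the 22 pairs of mice of the same group were compared, and no pair differed by as little as sampling noise (lowest chi-square per gene 9.59, where sampling noise alone gives about 1).

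The estimated counts were rounded to whole numbers. Genes too low to test were removed with filterByExpr, which left 19351 genes, and library sizes were normalized with the TMM method of edgeR. All 17 mice entered 1 fit of the quasi-likelihood model of edgeR with 5 groups. Genes were called at the thresholds of the paper, a Benjamini-Hochberg FDR below 0.05 and an absolute fold change above 1.5. The transcript-length offsets that tximport can carry are not part of the deposited table and did not enter the fit. Leaving the genes unfiltered, applying a minimum mean of 1 CPM or testing with DESeq2 changes the number of genes called.

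Smn1 itself (ENSMUSG00000021645) lies on the plus strand of chromosome 13 of mm10, from 100124852 to 100137690. Its level was 5.59 ± 0.0692 CPM in heterozygous mice (SD, n = 3) and 0.0270 ± 0.0214 CPM in untreated SMA mice (SD, n = 3). It was 0.0610 ± 0.0171 CPM in HITI-treated mice (SD, n = 3), 0.195 ± 0.212 CPM in cDNA-treated mice (SD, n = 5) and 0.00775 ± 0.0134 CPM in DUET-treated mice (SD, n = 3). Every SMA mouse was below every heterozygous mouse for this entry. The table has separate added entries for the delivered Smn1 sequences, which these values leave out. The added entry named for the Smn1 cDNA was at 2.00 to 5.13 CPM in cDNA-treated and 2.56 to 6.03 CPM in DUET-treated mice. Whether reads were divided between the added entries and Smn1 is not known. The number of genes with at least 1 count split the libraries into a set of 10 with 21028 to 21966 genes and a set of 7 with 23414 to 24026 genes. The set of 10 holds all heterozygous and untreated SMA mice, HITI-treated mouse 1, cDNA-treated mice 1 and 2, and DUET-treated mouse 1. Every library of the set of 7 was deeper, at 114530813 to 140512690 counts, than every library of the set of 10, at 65199691 to 109884096 counts. The labels give no batch. All heterozygous and untreated mice lie in the same set. Values within the sets are given beside the pooled distances and gene set scores of the treated groups, but not beside every pooled value.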

Principal component analysis (PCA) and heatmap analyses clearly segregated untreated SMA mice from the healthy heterozygous mice (Fig. 4a and Supplementary Fig. 4a). 

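In a PCA of log2(CPM + 1) of 19351 genes, PC1 held 36.3% and PC2 21.7% of the variance. The share of PC1 moved most when values were not log transformed, to 57.5%. With the sign of PC1 set so that untreated SMA mice are positive, its score was -21.0 ± 2.57 in heterozygous mice (SD, n = 3) and 12.5 ± 3.43 in untreated SMA mice (SD, n = 3). The score ranges were -23.3 to -18.2 and 9.16 to 16.0, so the groups did not overlap. The difference of 33.5 had p = 0.1 in a two-sided exact permutation test, which is the smallest p that 3 mice against 3 allow. Neither group could be split by library set, since all 6 mice lie in the set with fewer genes.

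Between untreated SMA and heterozygous mice 1638 of 19351 genes were called, 1063 higher and 575 lower in SMA. Of the alternatives fixed before the data were examined, the FDR threshold alone moved this number by the most genes, to 4818, and testing against a fold change of 1.5 with glmTreat moved it most as a ratio, to 307. With a covariate for Schwann cell genes, chosen after the data were seen, the number was 276. Of the variance of this covariate 88.7% lies between groups, so it also takes away differences between the groups. With each of the 6 mice left out in turn the number of called genes was between 1204 and 1468. Of the genes with a mean of at least 1 CPM and no overlap between the groups, Ahsg, Apoa2, Alb and Serpina3k were among the 5 with the largest log2 fold changes. Alb, on chromosome 5 from 90460897 to 90476602, was at 0.136 ± 0.0697 CPM in heterozygous mice (SD, n = 3) and 34.4 ± 19.6 CPM in untreated SMA mice (SD, n = 3), a log2 fold change of 7.97 (standard error 2.37, adjusted p = 0.0281 from the quasi-likelihood test of edgeR). Alb, Ahsg, Apoa2 and Serpina3k, genes of the liver, had values that varied widely between mice of the same group. The lowest log2 fold changes under the same rule were those of Gm15725, Fam205a2, Fam205a3, Smn1 and Hbb-bt. Gm15725 (3.23 ± 0.659 CPM in heterozygous mice, SD, n = 3) and Fam205a2 (1.57 ± 0.0682 CPM, SD, n = 3) had 0 counts in all untreated SMA mice. Fam205a2 and Fam205a3 are near-identical paralogs whose reads could have been split in the counting, and their values are uncertain. Hbb-bt was at 11.2 ± 2.83 CPM in heterozygous mice (SD, n = 3) and 0.903 ± 0.299 CPM in untreated SMA mice (SD, n = 3), a log2 fold change of -3.63 (standard error 0.84, adjusted p = 0.00761 from edgeR).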

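For each mouse the distance to the mean of the heterozygous mice was taken as the root mean square of the log2(CPM + 1) differences over 19351 genes. It was 0.310 ± 0.0231 in untreated SMA mice (SD, n = 3), 0.406 ± 0.0625 in HITI-treated mice (SD, n = 3), 0.238 ± 0.0421 in cDNA-treated mice (SD, n = 5) and 0.229 ± 0.0385 in DUET-treated mice (SD, n = 3). The heterozygous mice, which define the reference point, were at 0.131 ± 0.0147 (SD, n = 3) from the mean of the other 2 heterozygous mice. The cDNA-treated mice were closer than untreated SMA mice by a difference of -0.0722 (two-sided exact permutation test, p = 0.0357, the smallest p that 5 mice against 3 allow). The DUET-treated mice differed from untreated SMA mice by -0.0808 and the HITI-treated mice by 0.0963, each with p = 0.1 in the same exact test, the smallest p that 3 mice against 3 allow. DUET-treated and cDNA-treated mice were not distinguishable (exact permutation test, p = 0.821). On PC1 the mean score was -7.05 ± 3.54 in cDNA-treated mice (SD, n = 5), -8.86 ± 1.28 in DUET-treated mice (SD, n = 3) and 29.0 ± 8.65 in HITI-treated mice (SD, n = 3). When genes were scaled to unit variance the distance of cDNA-treated mice still fell, by 0.228, but with p = 0.214 in the exact permutation test. Without the log transform it fell by 2.58 with p = 0.75 in that exact test.

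Within the library set with fewer genes, where all untreated mice lie, the 2 cDNA-treated mice were at 0.267 and 0.289, the 1 DUET-treated mouse at 0.274 and the 1 HITI-treated mouse at 0.419, against 0.291 to 0.336 in untreated SMA mice. In the other set the mean was 0.211 in 3 cDNA-treated, 0.207 in 2 DUET-treated and 0.400 in 2 HITI-treated mice, and it holds no untreated mouse to compare. The groups within a set are too small for a test.

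**Figure D1:**
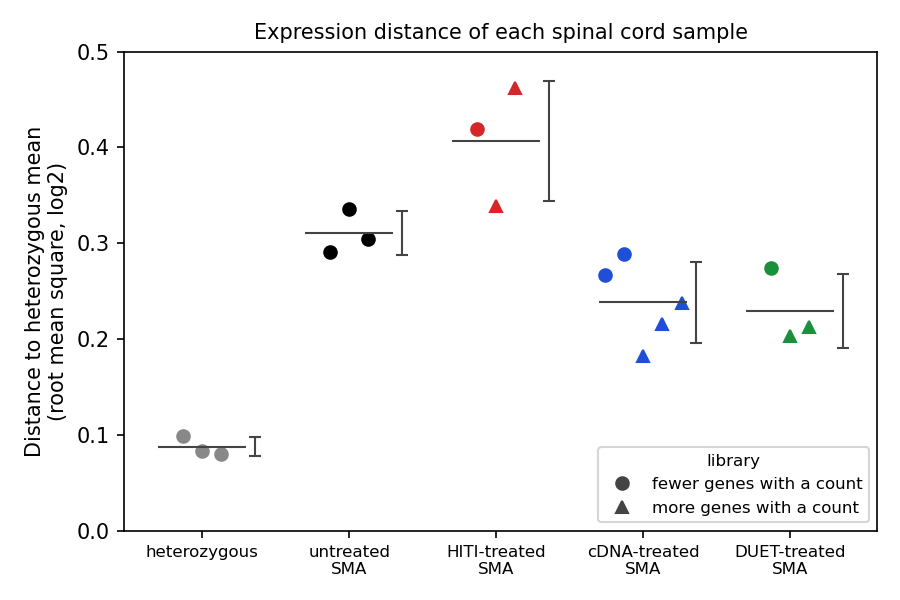
Distance of each spinal cord sample to the mean of the heterozygous mice (vertical axis, root mean square of log2 differences) by group (horizontal axis). Circles are libraries with fewer genes with a count and triangles those with more, horizontal lines are group means and bars are the SD. The points of the heterozygous mice are distances to a mean that includes the mouse itself. The cDNA-treated mice lie between 0.182 and 0.289 and the untreated SMA mice between 0.291 and 0.336.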

The profile of cDNA and DUET treatments shifted SMA samples closer to heterozygous mice, suggesting a reversal of SMA-induced molecular dysfunction by the treatments. 

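The genes that Fig. 4d lists for p53 signaling (14 genes), for cytokine-cytokine receptor interaction (29 genes, of which 28 passed the filter on low counts) and for cholinergic synapse (12 genes) were tested as sets. The label read as Csf2 is blurred in the figure, so that member is uncertain. The paper chose these genes from the same mice, so their calls here are not independent of that choice. In untreated SMA mice against heterozygous mice all 14 p53 signaling genes were higher, with a mean log2 fold change of 1.54 (adjusted p = 4.70e-07 from the fry set test of limma on the edgeR fit, adjusted over 18 set tests). All 28 cytokine-cytokine receptor genes tested were higher, with a mean log2 fold change of 1.60 (adjusted p = 3.70e-07 from fry in limma). All 12 cholinergic synapse genes were lower, with a mean log2 fold change of -0.86 (adjusted p = 1.68e-06 from fry in limma). Each of the 3 untreated SMA mice showed the direction of its group in all 3 sets. The score of a mouse, its mean log2 change against the heterozygous mean, was 1.49 to 1.56 for p53 signaling, 1.45 to 1.52 for cytokine-cytokine receptor interaction and -0.90 to -0.84 for cholinergic synapse. The heterozygous mice lay between -0.02 and 0.03, between -0.09 and 0.12, and between -0.08 and 0.07.

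Over all genes tested, 14 p53 signaling, 26 cytokine-cytokine receptor and 11 cholinergic synapse genes passed the thresholds. With the FDR adjusted over the genes of a set alone, the numbers were 14, 28 and 12. Over all genes tested they fell to 10, 6 and 2 with a Schwann cell covariate, chosen after seeing the data. That covariate also takes away differences between the groups. The numbers fell to 12, 10 and 8 with a covariate for liver genes. All genes of the 3 sets kept their direction with both covariates. Single log2 fold changes ran from 0.62 to 2.68 for p53 signaling, from 0.63 to 4.14 for cytokine-cytokine receptor interaction and from -1.67 to -0.66 for cholinergic synapse. With each mouse left out in turn the mean log2 fold changes stayed between 1.52 and 1.56, between 1.57 and 1.80, and between -0.90 and -0.83. The mean of the cytokine-cytokine receptor set moved most when only set genes with a mean of at least 1 CPM were kept, to 1.24. All 6 mice lie in the library set with fewer genes.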

A functional gene enrichment analysis revealed that inflammatory pathways including p53 signaling pathway and cytokine-cytokine receptor interaction were up-regulated while motor neuron pathway including cholinergic synapse was down-regulated in SMA mice compared to heterozygous mice (Fig. 4b, c and Supplementary Fig. 4b, c). These molecular changes were rectified by both cDNA and DUET treatments but not by HITI treatment. 

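In HITI-treated against untreated SMA mice the mean log2 fold change was 0.22 for p53 signaling (adjusted p = 0.220), 0.08 for cytokine-cytokine receptor interaction (adjusted p = 0.421) and 0.12 for cholinergic synapse (adjusted p = 0.198), all from the fry test of limma. In cDNA-treated against untreated SMA mice it was -0.76 for p53 signaling (adjusted p = 1.21e-05, 14 of 14 genes lower, fry in limma). It was -0.75 for cytokine-cytokine receptor interaction (adjusted p = 5.41e-06, 27 of 28 genes lower, fry in limma) and 0.64 for cholinergic synapse (adjusted p = 6.81e-06, 12 of 12 genes higher, fry in limma). In DUET-treated against untreated SMA mice the means were -0.86 (adjusted p = 1.30e-05), -0.94 (adjusted p = 3.11e-06) and 0.60 (adjusted p = 1.95e-05), with 14 of 14, 28 of 28 and 12 of 12 genes in these directions (fry in limma).

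The treated groups were also compared with each other. In cDNA-treated against HITI-treated mice the mean log2 fold change was -0.98 for p53 signaling (adjusted p = 4.33e-06), -0.82 for cytokine-cytokine receptor interaction (adjusted p = 3.54e-06) and 0.51 for cholinergic synapse (adjusted p = 3.22e-05), from fry in limma. In DUET-treated against HITI-treated mice it was -1.09 (adjusted p = 5.41e-06), -1.02 (adjusted p = 2.00e-06) and 0.47 (adjusted p = 0.000124), from fry in limma. The score of every one of the 5 cDNA-treated and 3 DUET-treated mice lay nearer to the heterozygous mean than that of every untreated SMA mouse, in each of the 3 sets. The cytokine-cytokine receptor mean of HITI-treated against untreated mice turned to -0.010 with the level of Y-linked genes as a covariate (adjusted p = 0.818 from fry in limma). Its cholinergic synapse mean was 0.19 without HITI-treated mouse 3 (adjusted p = 0.0457 from fry in limma). With a Schwann cell covariate, chosen after seeing the data, the cholinergic synapse difference was 0.39 for cDNA-treated against HITI-treated mice (adjusted p = 0.0879) and 0.35 for DUET-treated against HITI-treated mice (adjusted p = 0.142), from fry in limma. That covariate also takes away differences between the groups.

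Within the library set with fewer genes, the p53 signaling score was 1.54 in the 3 untreated, 1.62 in the 1 HITI-treated, 0.73 in the 2 cDNA-treated and 0.47 in the 1 DUET-treated mice. The cytokine-cytokine receptor score was 1.48, 1.58, 0.72 and 0.38 in the same mice, and the cholinergic synapse score was -0.86, -0.70, -0.27 and -0.25. In the other set, which holds no untreated mouse, the p53 signaling score was 1.81 in 2 HITI-treated, 0.79 in 3 cDNA-treated and 0.76 in 2 DUET-treated mice.

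**Figure D2:**
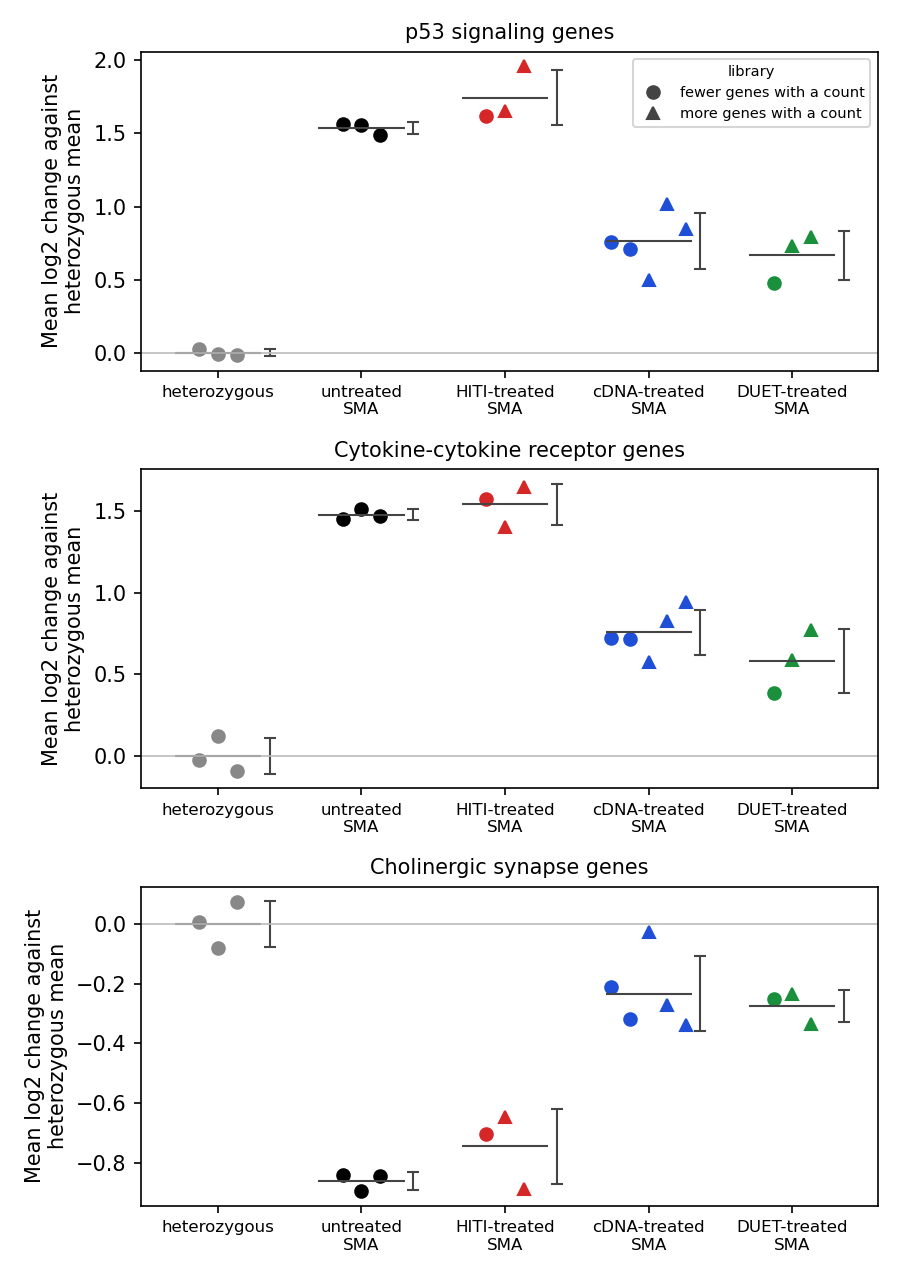
Mean log2 change against the heterozygous mean (vertical axis) over the p53 signaling, cytokine-cytokine receptor and cholinergic synapse genes for each mouse by group (horizontal axis). Circles are libraries with fewer genes with a count and triangles those with more, horizontal lines are group means and bars are the SD. For p53 signaling the 3 HITI-treated mice lie between 1.62 and 1.96, the 5 cDNA-treated mice between 0.50 and 1.02 and the 3 DUET-treated mice between 0.47 and 0.79.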

(Fig. 4d). Real-time qRT-PCR confirmed the significant repression of activated p53 downstream genes including *Gtse1*, *Ccng1*, *Perp* and *Sesn1* in cDNA- and DUET-treated spinal cord compared to untreated SMA samples (Supplementary Fig. 4d). These results suggest that both cDNA and DUET treatments reverse the molecular dysfunction in the spinal cord of SMA mice.

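Against untreated SMA mice 649 of 19351 genes were called in HITI-treated mice (518 higher, 131 lower), 705 in cDNA-treated mice (340 higher, 365 lower) and 828 in DUET-treated mice (428 higher, 400 lower). These directions changed when the library set entered the fit as a covariate, chosen after seeing the data. Of the calls, 34.8% were then higher in HITI-treated mice, against 79.8% without it. The share was 29.6% against 48.2% in cDNA-treated and 30.8% against 51.7% in DUET-treated mice. The covariate assumes that untreated mice share the shift of the treated mice of their set. This cannot be tested, since no untreated mouse lies in the other set. On PC2 the heterozygous and untreated mice lay at -7.14 to 6.51, and the treated mice of the same set at 15.6 to 26.3. Whether the changed directions come from the libraries or from this assumption is thus open. Of the 1638 genes called between untreated SMA and heterozygous mice, 99 (6.04%) were called in the opposite direction in HITI-treated mice, 558 (34.1%) in cDNA-treated mice and 613 (37.4%) in DUET-treated mice. None of the 1638 genes was called in the same direction in cDNA-treated or DUET-treated mice, and 74 were in HITI-treated mice. Of the 1063 genes raised in untreated SMA mice, 1034 were lower in cDNA-treated mice, 1045 in DUET-treated mice and 485 in HITI-treated mice, whether or not they were called. Of the 575 genes lowered in untreated SMA mice, 574, 570 and 424 were higher in the same groups. In HITI-treated mice 73 of these 575 genes were called higher and 2 lower, while 26 of the 1063 raised genes were called lower and 72 higher. HITI-treated mice thus differed between lowered and raised genes. The 1638 genes were selected for their values in the same untreated mice that serve as the comparison.

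Against heterozygous mice 2461 genes were called in HITI-treated mice, 274 in cDNA-treated mice and 141 in DUET-treated mice. Of the 1638 genes, 1052 (64.2%), 236 (14.4%) and 126 (7.69%) were still called in the same direction. No gene was called between DUET-treated and cDNA-treated mice, where 253 genes had an unadjusted p below 0.05. When the replicate number of the mice entered the fit as a block, 2012 genes did, and again none was called. The 253 genes are fewer than the share of 0.05 of all genes tested that is expected when no gene differs. A split of the same mice along the library set called 1319 genes. The fit without that set leaves this difference in the spread within the groups. The absence of calls therefore does not show that the treatments are alike. With the library set as a covariate, chosen after seeing the data, the numbers against heterozygous mice were 1973 in untreated, 3429 in HITI-treated, 1364 in cDNA-treated and 1150 in DUET-treated SMA mice. Of these calls 25.5% were higher in cDNA-treated mice, against 94.5% without the covariate, and 19.2% were higher in DUET-treated mice, against 91.5%. All heterozygous and untreated mice lie in the library set with fewer genes, so a number within each set cannot be given for each group. The covariate rests on the same untested assumption for these mice.

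The paper reasons from the position of the samples in the PCA, from the p53 signaling, cytokine-cytokine receptor and cholinergic synapse genes and from qRT-PCR of p53 downstream genes. From these it proposes that cDNA and DUET treatments reverse the molecular dysfunction in the spinal cord of SMA mice.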

**Fig. 4:**
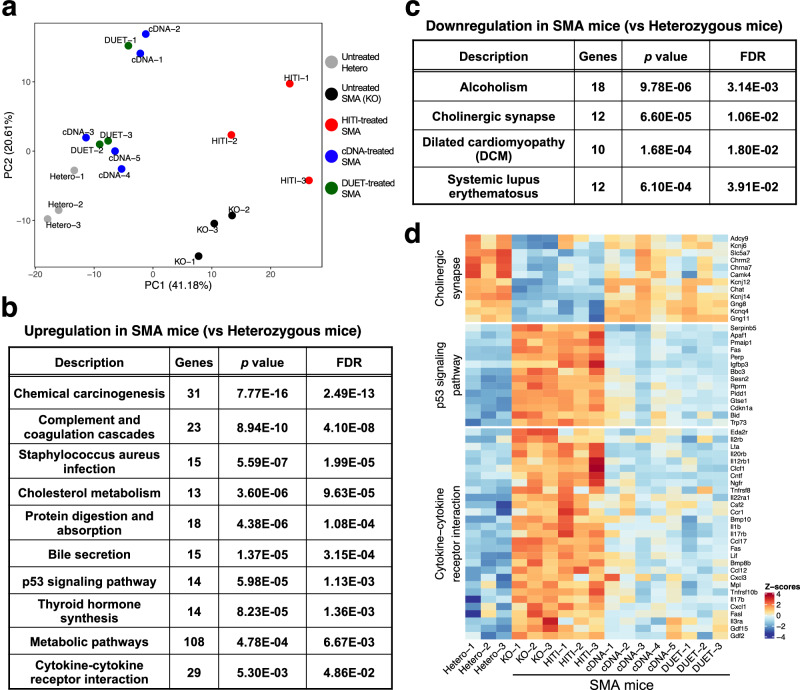
Molecular correction via cDNA and DUET treatments in SMA mice. **a** PCA analysis of RNA-seq in the spinal cords from untreated heterozygous mice (gray) and SMA mice with no treatment (black) or HITI (red), cDNA (blue) and DUET (green) treatments 2 weeks after the injections. **b**, **c** Pathways of upregulation (**b**) and downregulation (**c**) in SMA mice compared to heterozygous mice by gene-set enrichment analyses. Dysregulated genes were identified using the R package DESeq2, which employs the Wald test. The Wald test used in DESeq2 is inherently two-sided, testing for both upregulated and downregulated genes. To account for multiple comparisons, the Benjamini–Hochberg method was applied to control the false discovery rate (FDR). **d** Heatmap for cholinergic synapse, p53 signaling pathway and cytokine-cytokine receptor interaction in the spinal cord from untreated heterozygous mice and SMA mice with no treatment or each treatment. Both cDNA and DUET treatments improved these molecular dysfunctions in the spinal cord of SMA mice.

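DESeq2 and its Wald test were fitted to the same 19351 genes and gave a p-value for 19343 of them. At the same thresholds 1781 genes were called between untreated SMA and heterozygous mice, 1150 higher and 631 lower in SMA, and 1617 of them were also called by edgeR. Against untreated SMA mice DESeq2 called 775 genes in HITI-treated, 801 in cDNA-treated and 928 in DUET-treated mice. Against heterozygous mice it called 2607, 368 and 233 genes. Between DUET-treated and cDNA-treated mice it called 1 gene, 1700047I17Rik2, which was named after its values were seen. Its adjusted p was 2.54e-09 with DESeq2 and 1.00 with edgeR. Its log2 fold change was -25.2 with DESeq2 and -11.8 with edgeR, and values this extreme are unstable. Which gene DESeq2 called here also depended on the group taken as the reference level, which was the heterozygous mice.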

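Of the p53 signaling genes, Perp (chromosome 10, from 18845020 to 18857073) was at 1.90 ± 0.105 CPM in heterozygous mice (SD, n = 3), 8.79 ± 0.228 CPM in untreated SMA mice (SD, n = 3) and 12.1 ± 1.82 CPM in HITI-treated mice (SD, n = 3). It was at 3.76 ± 0.743 CPM in cDNA-treated mice (SD, n = 5) and 3.09 ± 0.350 CPM in DUET-treated mice (SD, n = 3). Its log2 fold change against untreated SMA mice was -1.23 in cDNA-treated mice (standard error 0.14, adjusted p = 4.08e-05 from edgeR) and -1.51 in DUET-treated mice (standard error 0.16, adjusted p = 2.54e-05 from edgeR). Cdkn1a (chromosome 17, from 29090976 to 29100727) was at 24.3 ± 4.89 CPM in heterozygous mice (SD, n = 3), 109 ± 4.07 CPM in untreated SMA mice (SD, n = 3) and 141 ± 34.2 CPM in HITI-treated mice (SD, n = 3). It was at 60.1 ± 12.7 CPM in cDNA-treated mice (SD, n = 5) and 55.4 ± 6.92 CPM in DUET-treated mice (SD, n = 3). Of the cholinergic synapse genes, Chat (chromosome 14, from 32408203 to 32465989) was at 20.2 ± 1.34 CPM in heterozygous mice (SD, n = 3), 9.68 ± 1.10 CPM in untreated SMA mice (SD, n = 3) and 11.8 ± 0.301 CPM in HITI-treated mice (SD, n = 3). It was at 17.5 ± 2.68 CPM in cDNA-treated mice (SD, n = 5) and 16.2 ± 3.21 CPM in DUET-treated mice (SD, n = 3). Its log2 fold change against untreated SMA mice was 0.86 in cDNA-treated mice (standard error 0.13, adjusted p = 0.000397 from edgeR) and 0.74 in DUET-treated mice (standard error 0.14, adjusted p = 0.00211 from edgeR).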

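The sets were also compared with heterozygous mice, a comparison added after seeing the data and adjusted over its own 9 tests. For p53 signaling the mean log2 fold change was 1.76 in HITI-treated mice (adjusted p = 1.57e-07), 0.78 in cDNA-treated mice (adjusted p = 7.06e-05) and 0.67 in DUET-treated mice (adjusted p = 0.000439), from fry in limma. For cytokine-cytokine receptor interaction it was 1.67 (adjusted p = 1.35e-07), 0.85 (adjusted p = 4.73e-05) and 0.66 (adjusted p = 0.000829), from fry in limma. For cholinergic synapse it was -0.74 (adjusted p = 3.30e-06), -0.23 (adjusted p = 0.00600) and -0.27 (adjusted p = 0.00600), from fry in limma. With the replicate number of the mice as a block in the fit, the cholinergic synapse mean of cDNA-treated mice was -0.18. It then missed the threshold (adjusted p = 0.0683 from fry in limma). The score of every one of the 11 treated mice lay on the side of the untreated SMA mice in all 3 sets. The cholinergic synapse score of cDNA-treated mouse 3, -0.03, was within the range of the heterozygous mice, -0.08 to 0.07. Between DUET-treated and cDNA-treated mice no gene of the 3 sets passed the FDR threshold.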

### Stable gene correction mediated by Gene-DUET

General appearance at 20 weeks old was similar between cDNA- and DUET-treated SMA mice (Fig. 5a). Both cDNA and DUET treatments led to a dramatic and significant increase in body weight compared to untreated SMA mice (Fig. 5b). Locomotor activity at 20 weeks old resembled that of heterozygous mice, indicating sustained motor function improvement (Supplementary Fig. 5). The concern with neonatal AAV treatment is the loss of the transgene along with cell division during tissue growth. The previous report showed quick reduction of vector genome copies in the liver over a few weeks after neonatal AAV treatment^27^. Indeed, GFP expression in the spinal cord declined after 1 year compared to 2 weeks in AAV-PHP.eB-GFP injected WT mice (Fig. 1b and Supplementary Fig. 6a). We also found a significant reduction in cDNA-derived exogenous mouse *Smn1* expression in the spinal cord and liver at 1 year old compared to at 2 weeks old in cDNA-treated heterozygous mice (Supplementary Fig. 6b, c). In theory, genome editing by HITI might offer more advantages than cDNA supplementation for persistent SMN expression. To examine the efficiency of gene correction in DUET-treated SMA mice, we extracted genomic DNA from the spinal cords, brains, and livers of the treated mice and enriched for target regions by using customized probes that could hybridize and pull down the genomes around the Cas9 cleavage site (Fig. 5c). Gene correction by DUET was evaluated at 20 and 40 weeks old through deep sequencing, revealing detectable and stable corrected sequences in all tested tissues (Fig. 5d, e). These results suggest that gene correction by Gene-DUET strategy is stable for a long time in SMA mice. Crucially, both cDNA and DUET treatments significantly enhanced the survival of SMA mice compared to untreated SMA mice. More importantly, DUET-treated SMA mice demonstrated improved survival over cDNA-treated SMA mice, especially in males (Fig. 5f, g). These data suggest the synergistic effect of the Gene-DUET strategy by gene supplementation and genome editing.

**Fig. 5:**
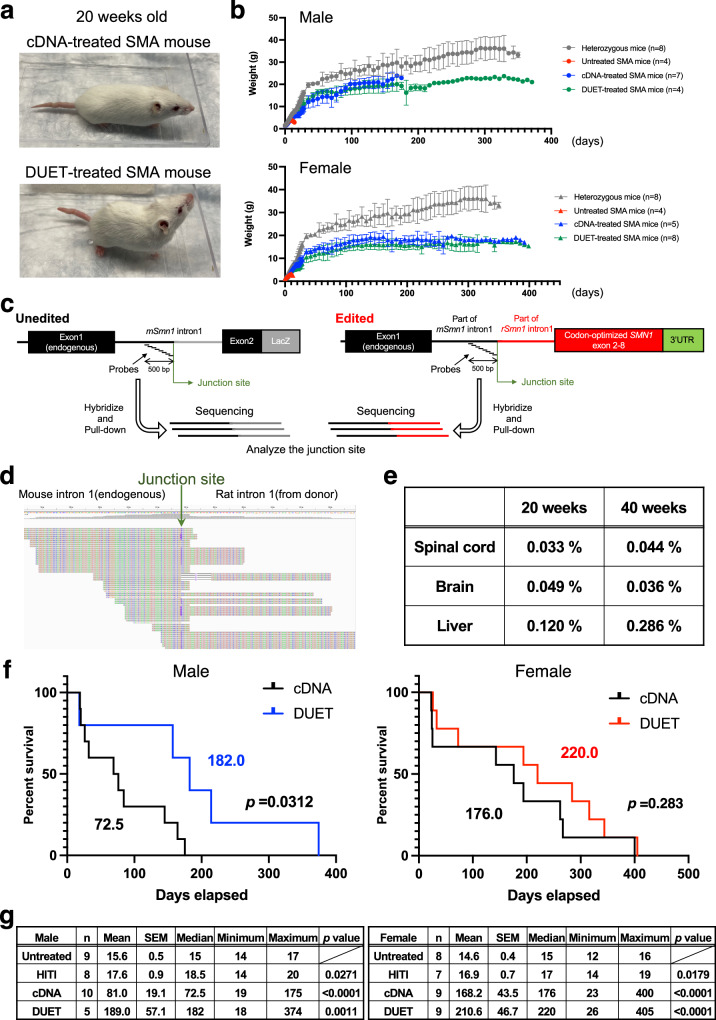
Synergistic benefits of the Gene-DUET strategy. **a** Gross morphology of cDNA-treated SMA mouse (upper) and DUET-treated SMA mouse (lower) at 20 weeks old. **b** Body weight through time in untreated heterozygous mice and SMA mice with no treatment or each treatment. Gray, red, blue and green line denotes untreated heterozygous mice, untreated SMA mice, cDNA-treated SMA mice and DUET-treated SMA mice respectively. Male mice (circles) are shown on the top and female mice (triangles) are shown on the bottom. n is the number of animals per group. **c** Schematic of the target enrichment-genome sequencing. Customized probes were designed by 500 bp upstream from the junction site. Green arrow indicates Cas9 cleavage site. **d** Screenshot of representative edited reads around the junction site (green arrow) in Integrative Genomics Viewer (IGV). **e** Target enrichment-genome sequencing analysis of the on-target genomic edits compared to unedited genome in the spinal cords, brains and livers from 20 and 40 weeks old DUET-treated SMA mice. **f** Survival rate between cDNA- and DUET- treated SMA mice with males (left) and females (right). Log-rank (Mantel–Cox) test was used for survival curves. The *p* value and median survival are indicated for all curves. **g** Summary of survival analysis. Data of untreated or treated SMA mice are shown in the table. Male mice are shown on the left and female mice are shown on the right. n is the number of animals per group. The Mean, SEM, minimum and maximum of survival days per group are indicated. Log-rank (Mantel–Cox) test was used for statistical analysis between no treatment and each treatment. The test was conducted as a two-sided analysis, and no adjustments were made for multiple comparisons. Source data are provided as a Source Data file.

## Discussion

Gene therapy medicine, onasemnogene abeparvovec-xioi (Zolgensma), for treating SMA by cDNA supplementation, was approved by the FDA in 2019. Its effectiveness has been demonstrated for up to 7 years in a small cohort of children and for over 3 years in a larger group, with no reported decline in clinical effect. However, the long-term efficacy of this treatment is yet to be fully determined. The development of HITI technology has enabled the correction of genomic mutations in non-dividing cells through the NHEJ pathway, and here we provide a first demonstration of its utility in an SMA model in mice. Unlike cDNA supplementation, this in situ gene correction approach ensures stable and permanent *Smn1* expression. While gene correction alone couldn’t rectify all phenotypic alterations due to immediate and extensive changes after birth, it did address a subset of phenotypic changes in SMA mice. Combining HITI-mediated genome editing and gene supplementation exhibited increased cell and tissue phenotypic restoration, along with the increase in SMN1 levels resulting from our strategy, with contributions from both cDNA supplementation and HITI-mediated genome editing. Importantly, our Gene-DUET demonstrated a significant boost in survival time, especially in male mice. Previous reports also showed sex-specific amelioration of phenotype by antisense oligonucleotide treatment using mild SMA model mice^28,29^. In our study, one plausible factor is the size disparity between female and male SMA mice at the time of AAV injection, along with developmental differences, leading to differences in AAV density. We hypothesize that the higher AAV density in female SMA mice, despite receiving the same AAV dosage, could influence treatment efficiency. In fact, we also observed that the mean survival of cDNA-treated female SMA mice was two times longer than that of cDNA-treated male SMA mice.

AAV stability in neurons, as previously reported, is more pronounced than in proliferative cells^30^. However, our data indicated stable genome-editing rates in the spinal cord and an increase in the liver. These findings align with the concept that stable *SMN* expression, sustained by HITI-mediated *SMN1*, is crucial for both motor neurons and peripheral organs, providing a foundation for the observed additional therapeutic benefits with the Gene-DUET strategy. Recently, the combination of base editing with antisense oligonucleotide treatment showed promise in ameliorating SMA phenotypes^8^, however, that may not be universally effective, especially in severe SMA cases. Additionally, another recent report showed that there was no apparent improvement in the phenotypes of SMA mice using a base-editing approach^31^. This is due to the rapid and severe disease progression of SMA mice. The choice of AAV-PHP.eB and systemic delivery was strategic due to its high transduction efficiency in the spinal cord and other organs of SMA mice, highlighting the success of the Gene-DUET strategy over conventional gene supplementation. However, some cDNA- or DUET- treated SMA mice exhibited necrosis due to limitations in systemic protection and peripheral tissue outcomes. Further AAV evolution with tropism, promoter engineering, or size limitation could be considered for more efficient transduction and practical translational applications.

Although gene therapy has shown significant effectiveness in treating SMA, there have been reports of risks including liver toxicity and neurotoxicity^30^. It’s important to consider potential adverse effects, and further studies of Gene-DUET in other animal models, including non-human primates, should be required for clinical application.

In summary, our Gene-DUET strategy provides new exploratory avenues for the treatment of SMA in humans. This approach has great potential for the field of genome-editing technologies that may hold potential implications for the treatment of various inherited diseases, particularly neurodegenerative and neuromuscular disorders.

## Methods

### Plasmids

pAAV-CAG-GFP (addgene 37825) and pUCmini-iCAP-PHP.eB (addgene 103005) were purchased from Addgene. pAAV-CMVc-Cas9 (addgene 106431) was established previously^32^. To construct gRNA expression vectors, each 20 bp target sequence was sub-cloned into pCAGmCherry-gRNA (Addgene 87110). The CRISPR/Cas9 target sequences (20 bp target and 3 bp PAM sequence (underlined)) used in this study are shown as following: *Smn1* intron 1 targeting gRNA (GCCATACCATAAGACGACCGAGG). The downstream of CAG promoter in Ai14 mouse (TAGGAACTTCTTAGGGCCCGCGG) gRNA expression plasmid has been established in the previous paper^9^. pAAV-nEFCas9 (Addgene 87115) and AAV-Ai14-HITI (Addgene 87117) were established in the previous paper^9^. To construct donor/gRNA AAV for HITI-mediated *Smn1* gene correction, part of intron 1 including splicing acceptor site, 3’UTR and downstream were amplified from rat genome isolated from Brown Norway rat. The mouse *Smn1* exon 2–8 was codon optimized and synthesized in IDT. The assembled fragment was sandwiched by two *Smn1* intron 1 gRNA target sequence and subcloned into between ITRs of PX552 purchased from Addgene (Addgene 60958), and generated pAAV-*SMN1*-HITI. To construct pAAV-*SMN1*-DUET, CMV-*mSmn1* CDS expression cassette (ORIGENE MR203917) was sub-cloned into pAAV-*SMN1*-HITI.

### Animals

C57BL/6, Rosa-LSL-tdTomato (known as Ai14), Rosa26-Cas9 knock-in mice (Stock No: 024858), SMNΔ7 mice (FVB.Cg-*Grm7*^*Tg(SMN2)89Ahmb*^ *Smn1*^*tm1Msd*^ Tg(SMN2*delta7)4299Ahmb/J, Stock No: 005025) were purchased from the Jackson laboratory. We mated Ai14 mouse and Rosa26-Cas9 knock-in mouse to generate the Ai14-Cas9 mouse. The mice were housed in a 12-h light/dark cycle (light between 06:00 and 18:00) in a temperature-controlled room (22 ± 1 °C) with free access to water and food. All procedures were performed in accordance with protocols approved by the IACUC and Animal Resources Department of the Salk Institute for Biological Studies.

### AAV production

AAV9 and AAV-PHP.eB viral particles were generated by or following the procedures of the Gene Transfer Targeting and Therapeutics Core at the Salk Institute for Biological Studies.

### Intravenous AAV injection

The newborn (P0.5) mice were used for intravenous AAV injection as following previous report^32^. The AAV mixtures (1 × 10^11^GC of each AAV) were injected via facial vein of the newborn mice. After the injection, pups were allowed to completely recover on a warming pad and then returned to the home cage.

### Genome extraction

Genomic DNA was extracted from cells and tissue samples using DNeasy Blood & Tissue Kits (69506, Qiagen) following the manufacturer’s instruction.

### RNA analysis

Total RNA was extracted from cells and tissue samples using either TRIzol (Invitrogen) or RNeasy Kit (Qiagen) followed by cDNA synthesis using Maxima H Minus cDNA Synthesis Master Mix (Thermo Fisher). Real-time qPCR was performed using SsoAdvanced SYBR Green Supermix and analyzed using a CFX384 Real-Time system (Bio-Rad). For the expression of *Gfp*, *Gtse1*, *Ccng1*, *Perp*, *Sesn1* and *Gapdh* with the following primers: *Gfp*-Fw ACGACGGCAACTACAAGACC, *Gfp*-Rv ACCTTGATGCCGTTCTTCTG, *Gtse1*-Fw TGACAAAGAGAACGTGGACTCAC, *Gtse1*-Rv GAGGTGGGAGGCTTAGGTTC, *Ccng1*-Fw TTATGGGACGTAAGGAGACACC, *Ccng1*-Rv ATGGTTCCAGCTACTCTAGGTTG, *Perp*-Fw TTTGGGAATGCGTGTCTCTG, *Perp*-Rv TCAACTGTCTTTGCAGCACC, *Sesn1*-Fw TTCTCTGAGCCTGGAGGACAG, *Sesn1*-Rv CTTCAAAGTCAGGGTCCCGA, *Gapdh*-Fw ACGGGAAGCTCACTGGCATGGCCTT, *Gapdh*-Rv CATGAGGTCCACCACCCTGTTGCTG. All analyses were normalized based on amplification of mouse *Gapdh*.

### Immunohistochemistry

Tissues were harvested after transcardial perfusion using ice-cold PBS, followed by ice-cold 4% paraformaldehyde in phosphate buffer for 15 min. Tissues were dissected out and postfixed in 4% paraformaldehyde overnight at 4 °C and cryoprotected in 30% sucrose overnight at 4 °C and embedded in OCT (Sakura Tissue-Tek) and frozen on dry ice. Serial sections at 12 μm were made with a cryostat and collected on Superfrost Plus slides (Fisher Scientific) and stored at −80 °C until use. Immunohistochemistry was performed as follows: sections were washed with PBS for 5 min 3 times, incubated with a blocking solution (PBS containing 2% donkey serum (or 5% BSA) and 0.3% Triton X-100) for 1 h, incubated with primary antibodies diluted in the blocking solution overnight at 4 °C, washed with PBST (0.2% Tween 20 in PBS) for 10 min 3 times, incubated with secondary antibodies conjugated to Alexa Fluor 488, Alexa Fluor 546, or Alexa Fluor 647 (Thermo Fisher) for 1 h at room temperature. After washing, the sections were mounted with mounting medium (DAPI Fluoromount-G, SouthernBiotech). The primary antibodies used in this study were anti-GFP, 1:500 (Aveslabs); anti-NeuN, 1:100 (MCA-1B7, EnCor Biotechnology); anti-ChAT, 1:200 (NB110-89724, Novus Biologicals); anti-SMN, 1:200 (610647, BD Biosciences).

### Image capture and processing

Immunocytochemistry samples of mice samples were visualized by confocal microscopy using a Zeiss LSM 710 Laser Scanning Confocal Microscope (Zeiss). Images were processed by ZEN2 Black edition software (Zeiss).

### Western blot

The spinal cord and brain samples were homogenized using a Dounce homogenizer in lysis buffer (1× PBS, 1% NP40, 0.5% sodium deoxycholate, 0.1% SDS, with a protease inhibitor cocktail from Santa Cruz). The samples were then resolved on SDS-PAGE. Proteins were transferred to a polyvinylidene fluoride membrane. The membranes were blocked in TBST (10 mM Tris-HCl, pH 7.5, 150 mM NaCl, and 0.1% Tween 20) containing 5% milk and probed using the indicated primary antibodies conjugated with horseradish peroxidase. Specific protein bands were detected using the ECL Plus Western Blotting Substrate from Thermo Fisher. The following antibodies were used: anti-SMN (610647, BD Biosciences) and anti-β-Tubulin (MA5-11732, Invitrogen).

### Righting reflex test

The righting reflex of untreated or treated mice was compared at postnatal 14 days. Mice were laid on their back and the time needed to flip over was recorded, with a maximum of 30 s allowed. Three trials were performed for each mouse and the shortest time was used for analysis.

### Open field test

Mice were individually placed into clear Plexiglass boxes (40.6 × 40.6 ×38.1  cm) surrounded by multiple bands of photo beams and optical sensors that measure horizontal (ambulatory) and vertical (rearing) activity (Med Associates, USA). Mice movement was detected as breaks within the beam matrices and automatically recorded for 30 min.

### RNA sequencing and data analysis

RNA was extracted from the spinal cord and prepared for RNA sequencing with TruSeq Standard mRNA sample Prep Kit (Illumina). Deep sequencing was performed on the Illumina NovaSeq6000, at pair end 150 bp. Sequenced reads were quality-tested using FASTQC v0.11.8 (https://www.bioinfomatics.babraham.ac.uk/projects/fastqc/) and adapters were trimmed using Cutadapt v2.4^33^ with parameters ‘-j 8 -f fastq -e 0.1 -q 20 -O 1 -a AGATCGGAAGAGC‘. Paired reads after trimming were aligned to custom mouse transcriptome and quantified at transcript level using Kallisto v0.46.0^34^ with arguments ‘quant -b 30‘. The custom transcriptome index was built with ‘kallisto index‘ by merging the cDNA FASTA files of mm10 mouse transcriptomes and three genome-editing conditions of gene *Smn1* (including cDNA, HITI and Gene-DUET). 

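The deposited table lists 3 entries for the added Smn1 sequences, by their names for the mouse Smn1 cDNA, for mouse exon 1 joined to exons 2 to 8 and for a LacZ construct. The cDNA entry, which stands for the delivered coding sequence, was at 2.92 ± 1.26 CPM in cDNA-treated mice (SD, n = 5) and 3.91 ± 1.86 CPM in DUET-treated mice (SD, n = 3), a difference of 0.988 CPM with p = 0.286 in a two-sided exact permutation test. In HITI-treated, untreated SMA and heterozygous mice no library exceeded 3 counts, the smallest number taken as detected. The entry for exon 1 joined to exons 2 to 8, which stands for the corrected transcript, had 0 counts in heterozygous and untreated SMA mice and 8 to 10 counts in each HITI-treated mouse (0.0859 ± 0.0290 CPM, SD, n = 3). It was at 1.05 ± 0.561 CPM in cDNA-treated mice (SD, n = 5), which received no Cas9, and at 1.57 ± 0.747 CPM in DUET-treated mice (SD, n = 3), a difference of 0.524 CPM with p = 0.25 in the same exact test. The smallest p that 3 mice against 5 allow is 0.0357. The sequences of the added entries were not used here, and whether reads were divided between them and Smn1 is not known. The LacZ entry did not exceed 0.165 CPM in any mouse.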

Raw gene expression was estimated and summarized from transcript-level abundance with R package, tximport v1.12.3. Differential gene expression was performed on the raw gene counts with the R package, DESeq2 v1.24.0, using replicates to compute within-group dispersion. Differentially expressed genes were defined as having a false discovery rate (FDR) < 0.05 and a |Fold Change| >1.5 when comparing two experimental conditions. Principle Component Analysis (PCA) was carried out on normalized gene counts using the R prcomp function. Heatmaps were generated with the R package, ComplexHeatmap v2.0.0. Overrepresentation Analysis (ORA) was performed with WebGestalt^35^ using KEGG pathways with FDR < 0.05 as the significance threshold, protein coding genes as the reference list, a minimum number of genes in a category of 5, and visualizing as a barplot with normalized enrichment scores.

### Target enrichment-genome sequencing analysis

Target enrichment-genome sequencing was performed using the SureSelect XT HS2 DNA system for Illumina Multiplexed Sequencing (Agilent Technologies) with a customized capture library following manufacture’s protocol. The customized probes to capture specific genomic loci were designed to include chr13:100125170-100125670 which 500 bp is upstream of Cas9 cleavage site. 

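In the GENCODE M21 annotation of mm10 the probe region, on chromosome 13 from 100125170 to 100125670, is 501 bp long when both ends are counted. It lies inside intron 1 of Smn1, which runs from 100124966 to 100126586 on the plus strand (1621 bp) in the first named Smn1 transcript of the annotation. Exon 1 of this transcript runs from 100124852 to 100124965 and exon 2 from 100126587 to 100126658. There are 204 bp between the end of exon 1 and the probe region, and 916 bp between the probe region and exon 2. The region overlaps 0 annotated exons of Smn1 and 0 other annotated genes.

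**Figure D3:**
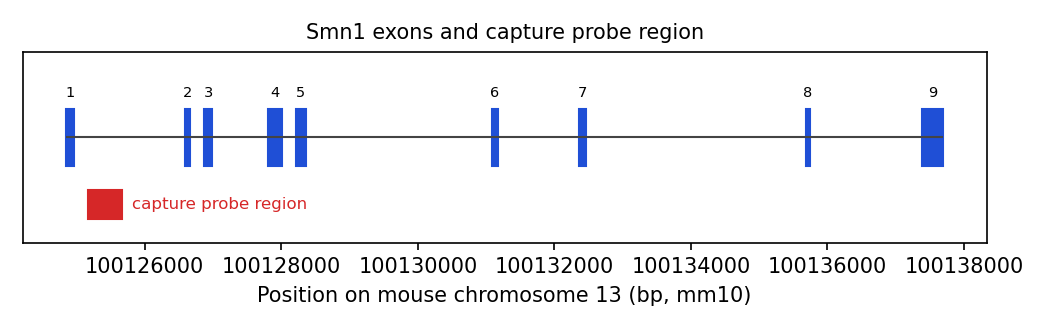
Exons of Smn1 (boxes, numbered 1 to 9) and the capture probe region (lower box) along mouse chromosome 13 (horizontal axis, position in bp, mm10). The probe region lies between exon 1 and exon 2.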

50 ng of genomic DNA was fragmented by using SureSelect Enzymatic Fragmentation Kit. The DNA libraries were prepared by using SureSelect XT HS2 DNA Library preparation Kit and amplified by unique dual indexing primer pair following manufacture’s protocol. After hybridization by customized probes, captured libraries were purified using streptavidin beads and amplified by PCR. Following indexing and sample pooling, sequencing was conducted using Illumina MiniSeq, at pair-end 150 bp. Sequenced reads were trimmed using cutadapt v2.4^33^ with parameters ‘-j 8 -f fastq -e 0.1 -q 20 -O 1 -a AGATCGGAAGAGC‘ and then mapped to a custom genome reference with BWA v0.7.12^36^ using default parameters. The custom reference consisted with DNA sequences of mouse chromosome 13 and the edit region around Cas9 cleavage site, upstream of which included the exon 1 and intron 1 of mouse *Smn1* and downstream of which included part of rat *SMN1* intron and optimized mouse exon 2–8. Resulting sam files were converted to sorted indexed bam files using samtools v1.9. Reads mapping to specific genomic region was obtained using ‘samtools view‘ and then converted into bed format using bedtools v2.3 with arguments ‘bamToBed -cigar‘, from which number of fully matched reads, reads with mismatch or indels were counted. Resulting counts were manually processed to produce position-specific figures and analyses.

### Statistics and reproducibility

All of the data are presented as the mean ± S.D. or S.E.M. Each experiment was repeated independently at least three times. Statistical parameters including statistical analysis, statistical significance in the Figure legends. For statistical comparison, Two-tailed Student’s *t* test and Log-rank (Mantel–Cox) test for survival curves were performed by Prism 9 Software (GraphPad).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Reporting Summary

### Source data

Source Data

## Data Availability

Data supporting the findings of this study are available within the paper and its supplementary information files. RNA-sequence data was deposited in the Gene Expression Omnibus under the accession number GSE207181. Source data are provided with this paper.

# Supplementary material for: Therapeutic strategy for spinal muscular atrophy by combining gene supplementation and genome editing
**Source:** Nat Commun. 2024 Jul 24;15:6191. doi: 10.1038/s41467-024-50095-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Movie 1.** General behavior of untreated SMA mouse

**Supplementary Movie 2.** General behavior of HITI-treated SMA mouse

**Supplementary Movie 3.** General behavior of cDNA-treated SMA mouse

**Supplementary Movie 4.** General behavior of DUET-treated SMA mouse

How the deposited data were processed for this re-analysis (not part of the article)

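RNA from the spinal cord of 17 mice aged 2 weeks was analysed: 3 heterozygous mice and 3 untreated, 3 HITI-treated, 5 cDNA-treated and 3 DUET-treated SMA mice. The group and the replicate number of each mouse were taken from the sample labels and the methods of the paper. Each column of the count table matched 1 sample by its name, and 0 columns were left unmapped. The replicate numbers come from the labels and number different mice within a group, and the paper does not describe mice of the same number as paired.

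The authors prepared poly(A)-selected libraries, sequenced them as read pairs, trimmed adapters with Cutadapt and quantified transcripts with kallisto against a custom index that holds the mm10 mouse transcripts and added Smn1 sequences. They summed transcripts to genes with tximport. The deposited values are the resulting estimated counts per gene, without normalization, and replicates are not pooled. The annotation release of the index is not stated in the methods. Identifiers matched the GENCODE M21 annotation of mm10 for 35968 of 36050 entries. The unmatched entries were the 3 added Smn1 sequences and 79 others, and 0.0254% of all counts fell on unmatched entries. Because kallisto divides reads among similar transcripts, counts of near-identical paralogs and of histone genes depend on that division. Whether those of the added Smn1 entries do is not known.

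Total counts per mouse ranged from 65199691 to 140512690, and 3 counts, the smallest number taken as detected, correspond to 0.0209 to 0.0446 CPM (counts scaled to the size of the library). This floor covers counting error only.

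The estimated counts were rounded to whole numbers. The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 for preparation and plots. Genes were filtered with filterByExpr and libraries were normalized with TMM. The quasi-likelihood test of edgeR with robust dispersion was fitted to all 17 mice in 5 groups, without covariates, and 8 contrasts were tested. Genes were called at a Benjamini-Hochberg FDR below 0.05 and an absolute fold change above 1.5, the thresholds of the paper. The authors tested with DESeq2 and do not state whether all groups were fitted together. The genes of Fig. 4d were tested as 3 sets with fry in limma, adjusted over 18 tests. The tests of the treated groups against heterozygous mice were added later and adjusted over their own 9 tests. PCA was run with prcomp on log2(CPM + 1), centred and not scaled, as was the distance of each mouse to the mean of the heterozygous mice. Distances and scores of groups were compared with two-sided exact permutation tests. The smallest p is 0.1 for 3 mice against 3 and 0.0357 for 3 against 5.

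The edgeR, block and DESeq2 fits were tested on simulated data drawn from the means and library sizes of the real samples, with 200 of 19068 genes changed 2-fold. edgeR recovered 173 of the changed genes (86.5%) with 2 false calls, DESeq2 recovered 179 (89.5%) with 17 false calls, and edgeR with the replicate number as a block recovered 174 with 3 false calls. A simulated contrast with no change gave 0 calls. The changed genes were picked from genes above a minimum expected count. Genes were drawn independently, without a difference between the library sets. The recovery thus does not cover genes with low counts, and the false calls do not cover a difference between the library sets.

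The alternatives for gene counts were DESeq2, upper-quartile normalization, no filter, a minimum mean of 1 CPM, the FDR threshold alone, glmTreat against a fold change of 1.5, a fit of only the groups compared, the replicate number as a block, Y-linked and liver marker genes as covariates, and leaving out each mouse in turn. For sets they also included camera with an inter-gene correlation of 0.01, DESeq2 log2 fold changes and set genes with a mean of at least 1 CPM. For the PCA and distances they were genes scaled to unit variance, the 500 genes with the largest variance, a pseudocount of 0.1, size-factor normalized counts, counts without log transform and leaving out each mouse. Covariates for Schwann cell genes and for the library set, the liver covariate for sets, and removal of the library set from the PCA values were added after seeing the data. To test for an effect of depth on PC2, all libraries were thinned at random with thinCounts of edgeR to 65199493 counts, the lowest total after rounding.

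The genes named are Smn1 and the added entries, the genes of Fig. 4d and of Supplementary Fig. 4d, and the 5 genes with the largest and the 5 with the smallest log2 fold change between untreated SMA and heterozygous mice. The last were taken from called genes with a mean of at least 1 CPM and no overlap between the groups, and 1 gene that this rule chose is not reported here. The same rule for DUET-treated against cDNA-treated mice, with 3 and 3 genes, gave none because no gene was called. Lists of marker genes were written by hand from general knowledge. Across 15 lists and 7 contrasts, 105 list tests were made and adjusted together, and the median of a list was placed among 10000 random lists of the same size matched on mean expression in 20 bins.

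Genome sequence around the target site, membership of the KEGG pathways of Fig. 4b and Fig. 4c, and the sequences of the added Smn1 entries were not used here. The amplicon, targeted capture, physiological and histological measurements of the paper were not analysed here.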

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

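In this part the tests of reads shared between the added entries and of RNA from muscle, ganglia or nerve roots were chosen after the result was seen.

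cDNA-treated mouse 3 lay apart from the other 4 mice of its group in 3 measures. Its PC1 score was -13.2, with a gap to the nearest mouse of 0.737 of the range of the group. The entry for the exon 1 to exon 2-8 transcript was at 2.04 CPM (0.818 of the range) and the entry for the cDNA at 5.13 CPM (0.793 of the range). The critical value for 5 mice is 0.71. Chance exceeds it in about 1 in 20 groups, and 14 measures, several of them related, were examined in this group, the only one with more than 3 mice. The library of this mouse was the deepest of its group, at 139186436 counts, but its gap in depth was 0.411 of the range. Without this mouse 310 genes were called between cDNA-treated and heterozygous mice in place of 274, and the distance of cDNA-treated mice to the heterozygous mean differed from that of untreated SMA mice by -0.0581 in place of -0.0722 (exact permutation test, p = 0.0571, the smallest that 4 mice against 3 allow). No biological explanation was tested. The labels give no measure of the vector reaching each cord, but the cDNA entry is named for the delivered sequence. This mouse was the highest of its group in that entry and the lowest on PC1. That rests on 1 mouse and shows no cause.

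The entry that stands for the corrected transcript, exon 1 joined to exons 2 to 8, had a mean of 1.05 CPM in cDNA-treated mice, although these received no Cas9, and 0 counts in heterozygous and untreated SMA mice. The paper does not report values of this entry. If reads of the cDNA were divided between both entries, the ratio of the corrected entry to the cDNA entry would not depend on Cas9. The ratio was 0.352 ± 0.0556 in cDNA-treated mice (SD, n = 5) and 0.402 ± 0.00225 in DUET-treated mice (SD, n = 3), and the exact permutation test gave p = 0.25, where the smallest possible is 0.0357. With so few mice the absence of a difference does not show shared reads. The paper describes the donor exons 2 to 8 as codon optimized, and the sequences of the entries were not compared here. Shared reads cannot be told apart from transcripts of the donor sequence itself, since both groups received AAV-SMN1-DUET. HITI-treated mice received Cas9 and no cDNA and had 8 to 10 counts for the corrected entry and at most 2 for the cDNA entry, which reads of the cDNA do not account for. HITI-treated mice also received the donor sequence, so transcripts of the donor itself are not excluded in them. The source of the counts remains open in all treated groups.

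A list of 6 Schwann cell genes, which the paper does not discuss, was higher in untreated and HITI-treated SMA mice than in heterozygous mice. The score of this list, its mean log2 CPM, was 1.21 to 1.36 in heterozygous, 2.39 to 5.24 in untreated, 4.57 to 5.91 in HITI-treated, 1.03 to 1.63 in cDNA-treated and 0.98 to 1.36 in DUET-treated mice. The mean log2 fold change against heterozygous mice was 3.27 in untreated (adjusted p = 0.0312 from fry in limma, 5 of 6 genes and 3 of 3 mice higher) and 4.06 in HITI-treated mice (adjusted p = 0.00190, 5 of 6 genes and 3 of 3 mice higher). Both means were also positive with upper-quartile normalization and with DESeq2 log2 fold changes (3.32 and 4.12, 3.27 and 4.07). All heterozygous and untreated mice lie in the same library set, and in the other set the 2 HITI-treated mice were also above all cDNA-treated and DUET-treated mice.

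Peripheral tissue carried over in dissection is a candidate explanation. In HITI-treated against heterozygous mice the median of 8 muscle genes stood at percentile 99.87 of random lists, which is consistent with some muscle RNA, although the set test missed the threshold (mean log2 fold change 2.12, adjusted p = 0.0511 from fry in limma, 7 of 8 genes and 3 of 3 mice higher). In untreated mice it stood at percentile 98.38 (mean 1.19, adjusted p = 0.179 from fry in limma, 7 of 8 genes and 3 of 3 mice). The median of 7 genes of sensory ganglia stood at percentile 49.14 in HITI-treated and 76.27 in untreated mice and so not apart from random lists, but the set tests passed the threshold (mean 0.37, adjusted p = 0.0136 from fry in limma, and 0.31, adjusted p = 0.0267, with 4 of 7 genes and 3 of 3 mice higher in each), and some RNA of ganglia is not excluded. For nerve roots left on part of the samples, the range of the Schwann cell score among untreated mice, 2.86 log2 units, stood at percentile 100, but a range this wide could also arise if the response itself varied between mice. The pattern cannot be told apart from nerve root carry-over, and no biological reading is given.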

How the results depend on the processing

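The covariates for Schwann cell genes and the library set, the liver covariate for gene sets, removal of the library set from the PCA values and the set tests against heterozygous mice were chosen only after the data were seen, and the other alternatives and all designs were fixed before the data were examined. Of 150 numbers of called genes under alternatives, 108 stayed within 1.5 times the number reported and 42 did not. Of 423 set results, 417 were counted as unchanged. Those with a test had to keep their direction and their side of the threshold. Means of DESeq2 log2 fold changes carry no test. They had to keep their direction and move by less than the spread between mice, which 26 did. Of 88 values of named genes 85 kept their direction and their side of the FDR threshold, and 3 passed to its other side. These were values of Apoa2 in untreated against heterozygous mice, and of Ccng1 in cDNA-treated and Sesn1 in DUET-treated against untreated mice. Of 46 shares of variance 7 moved. Of 23 distances of cDNA-treated mice, all with the same direction, 11 lost significance. The PC1 difference and the distances of HITI-treated and DUET-treated mice kept their direction in all 69 values, but their tests cannot reach 0.05 in this design and so show no stability, and their p rose to as much as 0.4. The cause was not tested for any change below unless a value is given for it.

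A minimum mean of 1 CPM gave 1007 called genes for untreated against heterozygous mice (57.2% higher in SMA), 441 for cDNA-treated against untreated, 1633 for HITI-treated against heterozygous and 164 for cDNA-treated against heterozygous mice. The FDR threshold alone gave 4818 (52.1% higher, against 64.9%) for untreated against heterozygous mice, 2113 (60.9% higher, against 79.8%), 3370 and 3105 for HITI-, cDNA- and DUET-treated against untreated mice, and 6365 (54.6% higher, against 70.9%), 1102 (68.3% higher, against 94.5%) and 330 for the same groups against heterozygous mice. Testing against a fold change of 1.5 with glmTreat gave 307 (78.5% higher) for untreated against heterozygous mice, 133, 55 (60% higher, against 48.2%) and 66 (68.2% higher, against 51.7%) against untreated mice, and 765 (83.8% higher), 58 and 25 against heterozygous mice.

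Fitting only the groups compared gave 371 genes for HITI-treated against untreated and 173 for cDNA-treated against heterozygous mice. DESeq2 gave 233 for DUET-treated against heterozygous and 1 for DUET-treated against cDNA-treated mice, where edgeR called 0 genes and 253 had an unadjusted p below 0.05. With DESeq2 log2 fold changes the mean of the cytokine-cytokine receptor set in untreated against heterozygous mice was 1.62 against 1.60. With the Y-linked covariate 56 genes were called for DUET-treated against heterozygous mice, and the cytokine-cytokine receptor mean of HITI-treated against untreated mice reversed to -0.010 (adjusted p = 0.818 from fry in limma, with a range of 0.196 to 0.982 over the alternatives). With the liver covariate the share higher in SMA was 53.9% of 1201 genes for untreated against heterozygous mice, and 61.0% of 521 genes were higher in cDNA-treated than in untreated mice.

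With the Schwann cell covariate 276 genes were called for untreated against heterozygous mice, 318, 14 and 28 for HITI-, cDNA- and DUET-treated against untreated mice, and 96 for HITI-treated against heterozygous mice. The cholinergic synapse mean was 0.39 for cDNA-treated against HITI-treated mice (adjusted p = 0.0879 from fry in limma, range over the alternatives 8.58e-08 to 0.0879) and 0.35 for DUET-treated against HITI-treated mice (adjusted p = 0.142, range 2.80e-06 to 0.142). Of the variance of the Schwann cell score 88.7% lies between groups, against 56.8% for the liver and 44.1% for the Y-linked score, so where groups differ in this score the covariate also takes away differences between the groups. Against heterozygous mice, 247 of the 274 genes called in cDNA-treated mice and 118 of the 141 called in DUET-treated mice were also called with this covariate.

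With the library set as a covariate, 1363 genes (34.8% higher, against 79.8%), 1475 (29.6% higher, against 48.2%) and 1563 (30.8% higher, against 51.7%) were called for HITI-, cDNA- and DUET-treated against untreated mice. Against heterozygous mice 3429 (45.8% higher, against 70.9%), 1364 (25.5% higher, against 94.5%) and 1150 (19.2% higher, against 91.5%) were called. The number and the direction of calls of treated groups thus depend on this covariate, while all set tests kept their direction and their side of the threshold with it.

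With the replicate number as a block the cholinergic synapse mean of cDNA-treated against heterozygous mice was -0.18 (adjusted p = 0.0683 from fry in limma, range over the alternatives 0.000168 to 0.0683). The block gave 1604 genes for untreated against heterozygous mice, 667, 828 and 828 for HITI-, cDNA- and DUET-treated against untreated mice, 2486, 205 and 147 against heterozygous mice, and 0 for DUET-treated against cDNA-treated mice. In that last comparison 2012 genes had an unadjusted p below 0.05 with the block, against 253 without it. Same-numbered mice are different animals. The mean correlation of their deviations from the group means was 0.0991 over 30 pairs (from -0.629 to 0.605), against -0.0303 over 84 pairs with different numbers. This mean lies near the limit of 0.1 set for pairing and does not settle the question. All 3 pairs of heterozygous and HITI-treated mice were above the limit (0.141 to 0.342), as were all 3 of HITI-treated and DUET-treated mice (0.309 to 0.458). The means of pairs with untreated mice were all negative. By pair of groups the mean ran from -0.175 to 0.359, the highest for HITI-treated and DUET-treated mice, whose mice 1 lie in one library set and mice 2 and 3 in the other.

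The share of PC1 was 26.3% with genes scaled to unit variance, 42.0% with 500 genes, 30.5% with a pseudocount of 0.1, 24.8% with DESeq2 size factors and 57.5% without log transform, and that of PC2 was 15.3% with DESeq2 size factors and 27.2% without log transform. The difference in distance to the heterozygous mean between cDNA-treated and untreated mice was -0.228 with scaled genes (exact permutation test, p = 0.214) and -2.58 without log transform (exact permutation test, p = 0.75). The p over the alternatives reached no lower than 0.0357, the smallest possible. With the library set removed the difference was -0.0412 for cDNA-treated mice against -0.0722 (exact permutation test, p = 0.0357), -0.0419 for DUET-treated mice against -0.0808 and 0.123 for HITI-treated mice against 0.0963 (exact permutation tests, p = 0.1 each, the smallest that 3 mice against 3 allow).

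Across the fits that each left out 1 mouse, the number of called genes ran from 137 to 310 for cDNA-treated against heterozygous, from 62 to 120 for DUET-treated against heterozygous, from 346 to 807 for HITI-treated against untreated and from 462 to 722 for cDNA-treated against untreated mice. The cholinergic synapse mean of HITI-treated against untreated mice ran from 0.070 to 0.19 and passed the threshold without HITI-treated mouse 3 (adjusted p = 0.0457 from fry in limma, range over the alternatives 0.0457 to 0.536). The distance difference of cDNA-treated mice ran from -0.0849 to -0.0581, with an exact permutation p from 0.0357 to 0.0952, and in 9 of 17 fits it was no longer below 0.05. In 8 of these the design cannot reach 0.05, since the smallest p is 0.0571 without a cDNA-treated and 0.0952 without an untreated mouse. In the other, without heterozygous mouse 1, p was 0.0714.

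Depth limits the Smn1 and added entries of the groups that did not receive them, where no library exceeded 3 counts for the cDNA entry.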

Differences from the paper's values

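For the measures shown in Fig. 4a and Fig. 4d the values of the main fit lay within 1.5 times those of the paper, but not those of every alternative. The share of PC1 was 36.3% and that of PC2 21.7%, against the paper's about 41% and about 21% in Fig. 4a, read by eye. Fig. 4d lists about 29 cytokine-cytokine receptor genes and about 12 cholinergic synapse genes, of which 26 and 11 were called here. All of its about 14 p53 signaling genes were called. Among the alternatives outside that limit, PC1 held 24.8% with DESeq2 size factors and 26.3% with genes scaled to unit variance. With a minimum mean of 1 CPM, and also with the liver covariate, 10 cytokine-cytokine receptor genes were called. With the Schwann cell covariate 6 cytokine-cytokine receptor and 2 cholinergic synapse genes were called.

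Fig. 4d shows 4 genes as changed in untreated SMA mice that were not called here by edgeR. Ccr1 had a log2 fold change of 0.82 (adjusted p = 0.0757 from edgeR). It was called with DESeq2 (0.82, adjusted p = 0.0486), the tool that the paper names, without heterozygous mouse 1 (adjusted p = 0.0350 from edgeR) and with the FDR adjusted over its set alone (0.0221). It was called by none of the other alternatives that were run for it, among them the other 5 fits that each left out 1 mouse and glmTreat, and over 9 alternative fits, leaving aside glmTreat and those without 1 mouse, its adjusted p reached 0.521. Tnfrsf8 had 0.70 (adjusted p = 0.0656 from edgeR). It was called with the library set as a covariate, which was chosen after seeing the values, and with the FDR adjusted over its set alone (adjusted p = 0.0188 from edgeR), and in none of the 6 fits that each left out 1 mouse, where its adjusted p was 0.0612 or more. Over the same 9 fits its adjusted p ran from 0.0419 to 0.500. Il22ra1 was removed by the filter on low counts and was called with no filter (5.60, adjusted p = 0.00359 from edgeR). Camk4 had -0.68 (adjusted p = 0.0817 from edgeR). It was called with DESeq2 (-0.68, adjusted p = 0.0262), with only the groups compared in the fit, with the FDR adjusted over its set alone (0.0246) and with the library set covariate, which was chosen after seeing the values. Over 10 such fits, which add the minimum mean of 1 CPM, its adjusted p ran from 0.000643 to 0.553, and in the 6 fits that each left out 1 mouse it was 0.0740 or more.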

Other observations

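In this part the tests of the liver list, of GC content, transcript length and thinned libraries on PC2, of Schwann cell and liver RNA behind the cytokine-cytokine receptor genes, of Schwann cell RNA, sex and the library set behind the HITI-treated mice, of the library set behind the low numbers in cDNA- and DUET-treated mice, and the other splits of the samples were chosen before their results were seen, and all others after. With upper-quartile normalization and with DESeq2 log2 fold changes the mean of each marker list whose direction is given below kept its sign.

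Other splits of the mice into groups of the same sizes were compared with the real split, counting only splits that part all 3 same-numbered pairs. There are 4 such splits for 3 mice against 3 and 8 for 3 against 5, so the share of splits with a result as large cannot go below 0.05 in this design. In all 56 such splits were counted for 26 results. The real split gave the largest result in 23 of the 26 results, that is 1 of 4 or 1 of 8 splits. The exceptions were the genes called between DUET-treated and cDNA-treated mice, where all 8 of 8 splits gave 0 or more, and the cytokine-cytokine receptor and cholinergic synapse sets in HITI-treated against untreated mice, with 2 of 4 splits each. The other 36 splits of 3 against 3 part 1 pair, and none gave as large a result except in those cytokine-cytokine receptor and cholinergic synapse sets, where 2 and 1 did. A split of DUET-treated and cDNA-treated mice that follows the library set gave 1319 genes, against 0 for the treatments (253 at an unadjusted p below 0.05). Both groups have mice in both sets, and with the library set as a covariate 0 genes were called between the treatments (558 at an unadjusted p below 0.05). Both 253 and 558 are fewer than the share of 0.05 of all genes tested that is expected when no gene differs. The absence of calls therefore does not show that the treatments are alike. Along the library set 489 genes were called among cDNA-treated and untreated mice (705 for the real split), 42 among cDNA-treated and heterozygous mice (274) and 1161 among cDNA-treated and HITI-treated mice (1264).

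HITI-treated mouse 1, cDNA-treated mice 1 and 2 and DUET-treated mouse 1 lay apart from the other treated mice on PC2. These are the treated mice whose libraries have fewer genes with a count. Within the 3 treated groups the mean difference on PC2 between the library sets was 31.6, with p = 0.0111 in an exact permutation test over 90 arrangements, the smallest it can give. The sets were noticed in the data, so this is a hypothesis of a library or sequencing batch, which the labels do not give. Across genes, which are not independent replicates, the PC2 loading had a Spearman rho of 0.31 with GC content, past the limit of 0.3 set for it, and -0.22 with transcript length, which is under it. The PC1 loading had a rho of 0.26 with GC content, so a relation to GC content is not particular to PC2. Within the sets no relation of library size to PC2 was found (smaller permutation p of Spearman's rho 0.582), but every library of the set of 7 is deeper than every library of the set of 10, so these values do not test a difference in depth between the sets. With every library thinned at random to 65199493 counts, the mean difference on PC2 was 31.7 (exact permutation test, p = 0.0111), and the set of 10 had 20838 to 21608 genes with a count against 22316 to 22874 in the set of 7, so depth does not account for the pattern. The 6 heterozygous and untreated mice of the set of 10 lay at -7.14 to 6.51 on PC2, and the 4 treated mice of that set at 15.6 to 26.3. The set alone thus does not place a mouse on PC2, and a batch shared by the whole set cannot be told apart from a difference among the treated mice only. A difference in library preparation that acts through GC content remains a candidate for the treated mice, but these values do not single it out. With the set as a covariate the numbers of genes called against heterozygous mice rose from 274 to 1364 in cDNA-treated, from 141 to 1150 in DUET-treated and from 1638 to 1973 in untreated SMA mice. The low numbers in cDNA-treated and DUET-treated mice thus depend in part on this covariate, and the order of the groups was kept. The covariate assumes that heterozygous and untreated mice share the shift of the treated mice of their set, which cannot be tested, since none of them lies in the other set.

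Fig. 4b of the paper lists liver-associated pathways among those raised in untreated SMA mice. Of 25 liver marker genes 24 were higher in untreated SMA than in heterozygous mice, with a median log2 fold change of 5.61 and a mean of 5.74 (adjusted p = 0.0150 from fry in limma, 3 of 3 mice). The median stood at percentile 100 of random lists. This is consistent with liver RNA in the untreated samples, and a response of the spinal cord itself was not tested. The score of the list was -3.56 to -3.26 in heterozygous, 0.09 to 1.83 in untreated, -2.71 to 1.01 in HITI-treated, -3.64 to 0.11 in cDNA-treated and -2.22 to -0.73 in DUET-treated mice. The cytokine-cytokine receptor genes remained raised with such covariates, with a mean log2 fold change of 1.47 with the Schwann cell and 1.49 with the liver covariate, against 1.60 without. Fewer of the 28 genes passed the thresholds, 6 with the Schwann cell and 10 with the liver covariate, against 26 without.

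HITI-treated mice differed from heterozygous mice in 2461 genes and untreated SMA mice in 1638, and 649 genes were called between HITI-treated and untreated mice themselves. With the library set as a covariate the numbers were 3429 and 1973, and with the Y-linked covariate 2442 and 1603, so neither accounts for the order. With the Schwann cell covariate they were 96 and 276. That order is reversed, but 88.7% of the variance of this covariate lies between groups, so the pattern cannot be told apart from RNA of Schwann cells. Cas9 and the vector dose would also act in DUET-treated mice, whose distance to the heterozygous mean differed from that of untreated mice by -0.0808. These mice also received the cDNA, which can hide such an effect, so the pattern cannot be told apart from Cas9 and the vector dose either. A list of 18 genes of dividing cells was lower in HITI-treated mice, with a mean log2 fold change of -0.78 against untreated (adjusted p = 0.000241 from fry in limma, 3 of 3 mice) and -0.80 against heterozygous mice (adjusted p = 0.000332, 3 of 3 mice). Its score was 1.27 to 1.54 in HITI-treated and 2.14 to 2.34 in heterozygous mice, and no explanation was tested.

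The genes of Fig. 4d were chosen from the same mice, so lists without these genes were tested. Of 19 other p53 targets 17 were higher in untreated SMA than in heterozygous mice, with a mean log2 fold change of 0.49 (adjusted p = 4.33e-07, unadjusted 4.12e-09, from fry in limma), and the scores of the groups, 4.97 to 5.04 and 4.51 to 4.54, did not overlap. Of 21 other motor neuron genes 20 were lower, with a mean of -0.56 (adjusted p = 0.000189, unadjusted 1.80e-05, from fry in limma) and scores of 3.80 to 3.87 against 4.35 to 4.42. Selection of the listed genes thus does not account for these directions. Genes chosen for high values in untreated mice would fall back in any other group, but p53 signaling genes were also lower than in HITI-treated mice, by a mean of -0.98 in cDNA-treated (adjusted p = 4.33e-06 from fry in limma) and -1.09 in DUET-treated mice (adjusted p = 5.41e-06), in all 14 genes.

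Fig. 4c of the paper lists pathways named for alcoholism and systemic lupus erythematosus, which contain histone genes, as lowered in untreated SMA mice. Of 45 replication-dependent histone genes 15 were higher and 30 lower in untreated SMA than in heterozygous mice, with a mean log2 fold change of -0.42 (adjusted p = 0.00334 from fry in limma, 3 of 3 mice). Of these 11 were called lower and 0 higher. With upper-quartile normalization 18 were higher and the mean was -0.38, and with DESeq2 14 were higher and the mean was -0.42. Their summed counts were 190 ± 8.64 CPM in heterozygous and 198 ± 12.8 CPM in untreated SMA mice (SD, n = 3 each), a log2 difference of 0.055 (exact permutation test, p = 0.6), and 3 genes held 48.7% of the sum. A fall of single genes without a fall of the sum is consistent with reads divided differently among near-identical genes, although a sum led by a few genes would also miss a fall of the others. Genes of dividing cells stood at percentile 43.24 of random lists (mean log2 fold change -0.021, 11 of 18 genes higher). No fall of these genes was thus seen, but a value near 0 from genes that go both ways does not exclude fewer dividing cells. The mean of the histone genes remained -0.51 with the liver covariate, so liver RNA does not account for it. Most of these transcripts carry no poly(A) tail and the libraries were poly(A) selected, which was not tested.

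A list of 5 globin and other red blood cell genes was lower in untreated SMA than in heterozygous mice, with a mean log2 fold change of -2.90 (adjusted p = 0.00610 from fry in limma, 5 of 5 genes and 3 of 3 mice). Scores were 4.79 to 5.29 in heterozygous and 1.99 to 2.43 in untreated mice. Library size was tested within the library sets. In the set of 10 the score had Pearson r = 0.567 (permutation p = 0.0268) and Spearman rho = 0.624 (permutation p = 0.0597, adjusted 0.239 over 4 relations), and r was 0.515 without the 2 mice farthest from the median depth. In the set of 7 rho was -0.071 (permutation p = 0.906). At nearly the same depth in the set of 10, the score was 2.21 in untreated mouse 1 (98564246 counts), 4.61 in cDNA-treated mouse 2 (98583084) and 5.00 in DUET-treated mouse 1 (98233350), so library size does not account for the lower score. Blood left in the tissue was not tested. A list of 6 choroid plexus genes was higher than in heterozygous mice in untreated SMA mice, with a mean log2 fold change of 1.66 (adjusted p = 0.00120 from fry in limma, 5 of 6 genes and 3 of 3 mice), and in HITI-treated mice, with 1.44 (adjusted p = 0.000113, 5 of 6 genes and 3 of 3 mice). It was also higher in cDNA-treated mice, with 0.97 (adjusted p = 0.0312 from fry in limma, 5 of 6 genes and 4 of 5 mice), and in DUET-treated mice, with 0.93 (adjusted p = 0.0239 from fry in limma, 6 of 6 genes and 3 of 3 mice).

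Y-linked genes were at 4.22 CPM or less in 5 mice and at 93.5 CPM or more in the other 12. The 5 are HITI-treated mice 1 and 2, cDNA-treated mouse 5 and DUET-treated mice 2 and 3. The labels do not give the sex of the mice, and no heterozygous or untreated mouse was among the 5.

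Supplementary Fig. 4d of the paper measures 4 p53 downstream genes by qRT-PCR. In the RNA-seq, against untreated SMA mice, Gtse1 had a log2 fold change of -0.67 in cDNA-treated (adjusted p = 0.00201 from edgeR) and -1.05 in DUET-treated mice (adjusted p = 0.000263) and Sesn1 had -0.38 (adjusted p = 0.0170) and -0.38 (adjusted p = 0.0357). Ccng1 had -0.22 in cDNA-treated (adjusted p = 0.0476 from edgeR) and -0.16 in DUET-treated mice (adjusted p = 0.224). In alternative edgeR fits the adjusted p rose to 0.0532 for Ccng1 in cDNA-treated and to 0.0528 for Sesn1 in DUET-treated mice. Both values thus pass the FDR threshold in some fits only. Perp is reported with the p53 signaling genes. Between DUET-treated and cDNA-treated mice the adjusted p of edgeR was 1.00 for each of the 4 genes, with log2 fold changes from -0.37 for Gtse1 to 0.07 for Ccng1.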
